# Competition between hematopoietic stem and progenitor cells controls hematopoietic stem cell compartment size

**DOI:** 10.1038/s41467-022-32228-w

**Published:** 2022-08-08

**Authors:** Runfeng Miao, Harim Chun, Xing Feng, Ana Cordeiro Gomes, Jungmin Choi, João P. Pereira

**Keywords:** Leukopoiesis, Haematopoiesis

## Abstract

Cellular competition for limiting hematopoietic factors is a physiologically regulated but poorly understood process. Here, we studied this phenomenon by hampering hematopoietic progenitor access to Leptin receptor^+^ mesenchymal stem/progenitor cells (MSPCs) and endothelial cells (ECs). We show that HSC numbers increase by 2-fold when multipotent and lineage-restricted progenitors fail to respond to CXCL12 produced by MSPCs and ECs. HSCs are qualitatively normal, and HSC expansion only occurs when early hematopoietic progenitors but not differentiated hematopoietic cells lack CXCR4. Furthermore, the MSPC and EC transcriptomic heterogeneity is stable, suggesting that it is impervious to major changes in hematopoietic progenitor interactions. Instead, HSC expansion correlates with increased availability of membrane-bound stem cell factor (mSCF) on MSPCs and ECs presumably due to reduced consumption by cKit-expressing hematopoietic progenitors. These studies suggest that an intricate homeostatic balance between HSCs and proximal hematopoietic progenitors is regulated by cell competition for limited amounts of mSCF.

## Abstract (web summary)

Hematopoietic stem cells (HSCs) rely on a combination of paracrine signals produced by their niche, including SCF. Here the authors show that HSCs and hematopoietic progenitors compete for limited amounts of membrane-bound SCF.

## Introduction

In adult mammals, hematopoietic stem cells (HSCs) rely on a combination of key paracrine signals provided by specialized microenvironments in the bone marrow and by the liver. While HSCs can access long-range acting signals, such as hepatocyte-produced Thrombopoietin^1^, presumably anywhere, other signals such as Stem Cell Factor (SCF, or Kit ligand encoded by *Kitl*) and CXCL12 are preferentially accessed in specialized niches formed predominantly by perisinusoidal mesenchymal stem/progenitor cells (MSPCs) and endothelial cells (ECs) in the bone marrow^2–9^. Although historically defined as hematopoietic stem cell niches, more recent studies demonstrated that these niches are also critical for the development of B-lymphoid lineage cells due to the fact that MSPCs and ECs are also exclusive cellular sources of IL7, a key lymphopoietic cytokine^10–13^. Besides IL7, CXCL12, and SCF, MSPCs and ECs also express several key hematopoietic cytokines with well-defined roles in myeloid and lymphoid-lineage cell differentiation, such as FLT3L, MCSF, IL34, IL15, GCSF among others, as revealed by single-cell RNA sequencing of non-hematopoietic bone marrow cell populations^14–16^. Importantly, common myeloid and lymphoid progenitors, and megakaryocyte and erythroid progenitors depend on SCF produced by Lepr+ MSPCs, whereas macrophage and dendritic cell precursors and monocytes depend on MCSF produced by ECs in bone marrow^17–19^. Combined, these studies led us to propose that MSPCs and at least some ECs are not only required for the long-term maintenance of HSCs but also form appropriate environments for the development of most, if not all, lymphoid and myeloid cell lineages^20^. Terminally differentiated hematopoietic cell subsets, namely macrophages, megakaryocytes, and regulatory T cells (Tregs), can in turn relay signals such as adenosine, TGFβ, and PF4 back to the HSC, or alter HSC niche activity through changes in CXCL12 production, and control the size of the HSC compartment under homeostatic conditions^21–24^.

While some hematopoietic cytokines produced by MSPCs and ECs act in cell lineage-restricted manners (e.g., MCSF in monocyte/macrophage development; IL7 in lymphoid lineage development, etc.), other signals such as SCF are shared by multiple hematopoietic progenitor subsets. This type of cellular organization in which MSPCs and ECs harbor a constellation of hematopoietic cells and nurture distinct cell lineages raises the possibility that competition between HSCs and downstream progenitors for common and limiting resources could control HSCs and hematopoietic progenitors under homeostasis and during perturbations. However, arguments have been made against this possibility. Specifically, MSPCs and ECs outnumber HSCs by more than 10 fold, indicating that many putative HSC niches may remain “vacant”^25,26^. But, when taking into account not only the number of HSCs but also of downstream progenitors (e.g., CMPs, CLPs, MEPs, GMPs, etc.), the stoichiometry between the number of niche cells and of hematopoietic stem and progenitor cells is lower than one.

In this work, we tested whether cellular competition between HSCs and hematopoietic progenitors for HSC niche factors could control the HSC compartment size. HSCs and hematopoietic progenitor and differentiated cells utilize the CXCR4/CXCL12 pathway for bone marrow homing, and for access to the marrow parenchyma where they are retained via adhesive interactions with CXCL12-producing MSPCs and ECs. By examining the impact of CXCR4 conditional deletion at multiple stages of hematopoietic cell development, we find that when MPPs are deficient in CXCR4, the HSC compartment size increases by ~ 2-fold without any measurable loss of HSC fitness. This increase occurrs without any major changes in the MSPC and EC transcriptome nor in transcriptional heterogeneity of the non-hematopoietic compartment. Surprisingly, HSC expansion is entirely controlled by excess membrane-bound SCF (mSCF) on MSPCs and ECs due to its reduced consumption by cKit-expressing hematopoietic progenitor cells. These studies provide insights into the fine-balance between HSCs and downstream progenitors regulated by a poorly understood phenomenon of cellular competition in the hematopoietic organ.

## Results

### HSC homeostasis requires CXCR4 in progenitor cells

In prior studies, we noted that HSCs and MPPs could be found in close proximity to each other and to the same bone marrow niche cell^10^, suggesting that individual niche cells support a variety of hematopoietic stem and progenitor cells. Consistent with this possibility, recent studies demonstrated that besides HSCs, lymphoid, myeloid, and erythroid precursors also require SCF produced by Lepr+ MSPCs^17–19^. These studies led us to ask if competition between HSCs and downstream hematopoietic progenitors for factors locally produced by niche cells could control the HSC compartment size. Most signals produced by niche cells act in a short-range manner, and access to such signals is dependent on localization cues of which CXCL12 is the most abundantly produced. Thus, we analyzed mice in which HSCs express CXCR4 and respond to its ligand CXCL12 while MPPs and downstream hematopoietic progenitor and differentiated cells lack CXCR4 via conditional deletion using *Flk2*-driven Cre recombinase (Fig. 1a). *Flk2*-cre has been described to efficiently target MPPs and downstream hematopoietic cells leaving HSCs unchanged^27^. We found that phenotypic long-term HSC numbers increase by ~ 2-fold in the bone marrow, while short-term HSCs and MPP2 and MPP3 cell populations^28^ remain unchanged (Fig. 1b, c, and Supplementary Fig. 1a, b). The number of lymphoid-primed MPP4 cells is dramatically reduced in bone marrow (Fig. 1c and Supplementary Fig. 1a, b) and increased in the spleen (Fig. 1d), consistent with a critical role for CXCR4 in HSC and hematopoietic progenitor cell retention in bone marrow^10,29^. We also observe increased numbers of phenotypic HSCs in the spleen (Fig. 1d), suggesting an overall increase in medullary and extra-medullary HSCs. The number of LSKs in bone marrow is unchanged (Fig. 1e). Other myeloid and lymphoid progenitors and differentiated immune cells are also significantly reduced in the bone marrow (Supplementary Fig. 1a, b), as expected^10^. To assess if the number of functional HSCs is increased, we analyzed their ability to re-populate the HSC compartment of lethally irradiated recipient mice. In a setting of mixed bone marrow transplantation with 50% bone marrow cells from CXCR4 conditionally deficient mice (*Flk2*-cre^+^ *Cxcr4*^*fl/fl*^, from here on referred to as cKO) and 50% bone marrow cells from wild-type (WT) C57BL6/NCI mice distinguished by CD45 isoforms (CD45.1 and CD45.2), the mixed chimerism in the HSC compartment of cKO:WT chimeric mice is significantly higher than that in control WT:WT mixed chimeras 16 weeks after hematopoietic reconstitution (Fig. 1f). In sharp contrast, the mixed chimerism in MPP4s and in differentiated hematopoietic cells is dramatically reduced in cKO:WT chimeric mice (Supplementary Fig. 1c), as expected^10^. Collectively, these data reveal that phenotypic HSCs become numerically increased when MPP4 and downstream hematopoietic progenitors lack CXCR4.

**Fig. 1:**
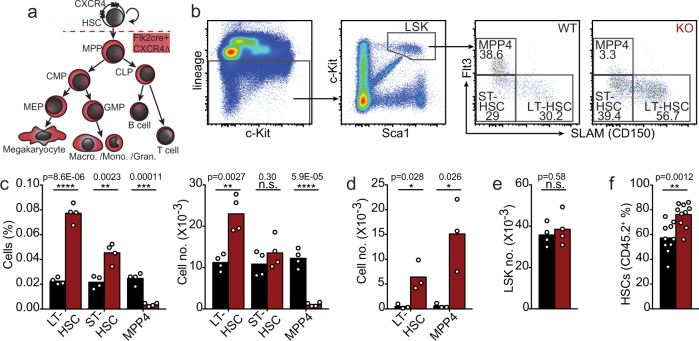
Increased HSC numbers in mice with CXCR4-deficient MPPs. **a** Schematic representation of CXCR4 deletion in hematopoietic multipotent progenitor cells with a *Flk2*-cre transgene. **b** Gating strategy for LSKs, LT-HSC, ST-HSC, and MPP4 cells. **c**, **d** LT-HSC, ST-HSC, and MPP4 cell numbers in bone marrow (**c**) and in spleen (**d**). **e** LSK cell number in bone marrow. In panels C-E, cells were collected from one femur and tibia, or from spleen, of *Flk2-cre.Cxcr4*^*fl/+*^ (CTR, black) and *Flk2-cre.Cxcr4*^*fl/fl*^ mice (cKO, red). **f** HSC chimerism in bone marrow of mice reconstituted with 50% CD45.2^+^ CTR or cKO bone marrow cells mixed with 50% CD45.1^+^ wild-type bone marrow cells. Data in all panels are representative of two or more experiments. Panels **c** and **e** are derived from n = 4 mice per group, panel **d** is from *n* = 3/group, and panel F is derived from 10 mice per group. Bars indicate average, circles depict individual mice. *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

### Effects on HSC quiescence and self-renewal

Increased numbers of phenotypic HSCs in cKO mice suggests increased entry into cell cycle, and possibly reduced quiescence. To test this, we analyzed intracellular levels of the nuclear protein associated with cell proliferation Ki67 in phenotypic HSCs of both mice by flow cytometry. Although we find an increased frequency of Ki67^+^ HSCs in cKO mice (Fig. 2a), this did not result in reduced numbers of Ki67^−^ quiescent HSCs (Fig. 2b). Furthermore, when challenging mice with the myelosuppressive agent 5- Fluorouracil (5-FU), cKO mice are equally resistant to treatment as WT littermate controls (Fig. 2c), which contrasts sharply with increased susceptibility to 5-FU when HSCs and downstream hematopoietic cells lack CXCR4^30^. To determine if phenotypic HSCs are functionally normal, we examined their capacity for long-term self-renewal and multilineage differentiation in vivo. In transplantation experiments of 50% mixed bone marrow chimeras (50% cKO or littermate and 50% CD45.1+ C57BL6), the mixed chimerism of HSCs, B lymphocytes and granulocytes from cKO bone marrow remains stable after 16 weeks of primary bone marrow transplantation followed by another 16 weeks of secondary transplantation (Fig. 2d). These results show that HSCs in cKO mice are functionally equivalent to HSCs from control littermate mice. To specifically determine if phenotypic HSCs are functionally normal, we sorted HSCs from cKO mice or control littermate (30 phenotypic HSCs) and transplanted into lethally irradiated C57BL6 (CD45.1+) recipient mice, followed by secondary transplantation into new cohorts of C57BL6 (CD45.1+) recipient mice. The mixed chimerism in the phenotypic HSC, CD19+ B cell, and Gr1+ granulocyte compartments were determined 16 weeks after the primary and secondary transplant. HSCs from WT and cKO mice are equivalent in their ability to self-renew and to differentiate into lymphoid and myeloid-lineage cells upon primary and secondary transplantation (Fig. 2e–g). Consistent with these observations, HSCs isolated from cKO and WT mice display similar expression of CD150 or CD41 on the cell surface (data not shown), markers whose increased expression is associated with myeloid differentiation bias^31,32^. Combined, these studies show a numerical increase in phenotypic and functional HSCs in cKO mice without loss of HSC quiescence, self-renewal, or differentiation bias.

**Fig. 2:**
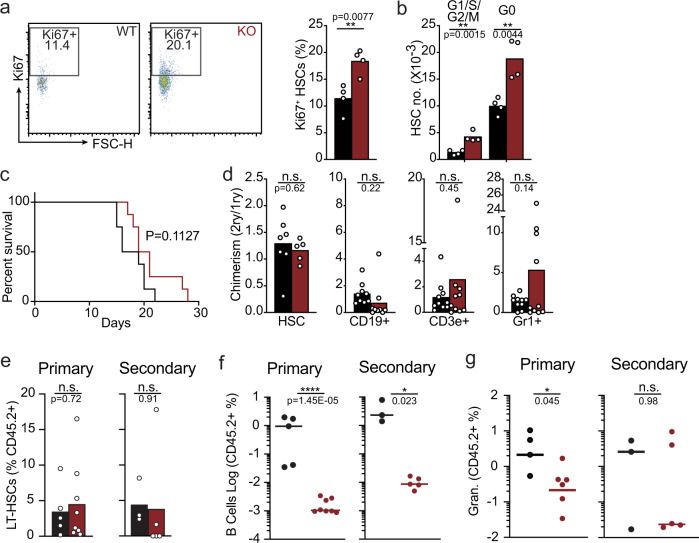
Measurement of HSC quiescence and self-renewal in mice with CXCR4-deficient MPPs. **a**, **b** HSC cell cycle status. **a** Gating strategy and cell frequency (*n* = 4 mice/group); (**b**) Enumeration of HSCs in G0 (Ki67^-^) and in G1/S/G2M (Ki67^+^) in bone marrow (*n* = 4 mice/group). **c** Kaplan–Meyer survival plot of mice following weekly 5-FU treatment (i.p., 150 mg/kg, *n* = 8 per group). **a**–**c** data obtained from *Flk2-cre.Cxcr4*^*fl/+*^ (black) and *Flk2-cre.Cxcr4*^*fl/fl*^ (red) mice (**d**) Serial transplantation: Ratio of bone marrow chimerism in HSCs displayed as chimerism in secondary transplantation divided by chimerism in primary transplantation. Mice were reconstituted with 50% CD45.2^+^ CTR or cKO bone marrow cells mixed with 50% CD45.1^+^ wild-type bone marrow cells (*n* = 10/group). **e**–**g** Long-term self-renewal and differentiation potential of 30 phenotypic HSCs analyzed during primary and secondary transplantation (*n* = 5 and *n* = 8). **e** HSC chimerism; (**f**) CD19+ B cell chimerism; (**g**) Gr1+ granulocyte chimerism. Data in all panels are representative of two or more experiments. Bars and lines indicate average, circles depict individual mice. n.s. not significant; *P* > 0.05 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

### CXCR4 in immune cells and effects on HSCs

The HSC compartment size is controlled by approximately 2-fold through feedback signals such as TGFβ, PF4, and adenosine, provided by differentiated hematopoietic cells^21–24^. *Cxcr4* deletion at the MPP stage ablates CXCR4 function in differentiated hematopoietic cells that control HSC numbers, namely megakaryocytes, macrophages, and Tregs^21–24^. To test if differentiated hematopoietic cells require CXCR4 for controlling the size of the HSC compartment, we conditionally deleted *Cxcr4* in differentiated immune cells downstream of the MPP stage (Fig. 3a) using multiple Cre-recombinase transgenic approaches (Abram et al., 2014; Schlenner et al., 2010; Tiedt et al., 2007). We find no measurable differences in HSC numbers, frequency, and cell cycle status in the bone marrow of mice in which *Cxcr4* is deleted in megakaryocytes (*Pf4*-cre; Fig. 3b and Supplementary Fig. 2a), macrophages (Lyz2-cre; Fig. 3c and Supplementary Fig. 2b), lymphoid cells (*Il7ra*^*Cre/+*^; Fig. 3d and Supplementary Fig. 2c), and T cells (*Cd4*-cre; Fig. 3e and Supplementary Fig. 2d). In mice conditionally deficient in CXCR4 in T cells, the number of bone marrow Tregs is significantly reduced and to a greater extent than in MPP CXCR4 cKO mice (Supplementary Fig. 2e). In mice conditionally deficient in CXCR4 in megakaryocytes or in myeloid cells, the number of bone marrow megakaryocytes, neutrophils, monocytes, and CD169+ macrophages is equivalent to that in control littermate mice (Supplementary Fig. 2f, g). The total bone marrow and spleen cell number of the multiple CXCR4 cKO mice is equivalent to that of control littermates, except for MPP CXCR4 cKO mice that show reduced BM cell numbers (Supplementary Fig. 2H–l), as expected^10^. Thus, the increased numbers of HSCs seen in mice in which MPPs lack *Cxcr4* is not due to the lack of CXCR4 expression in differentiated hematopoietic cells, including in Tregs^24^.

**Fig. 3:**
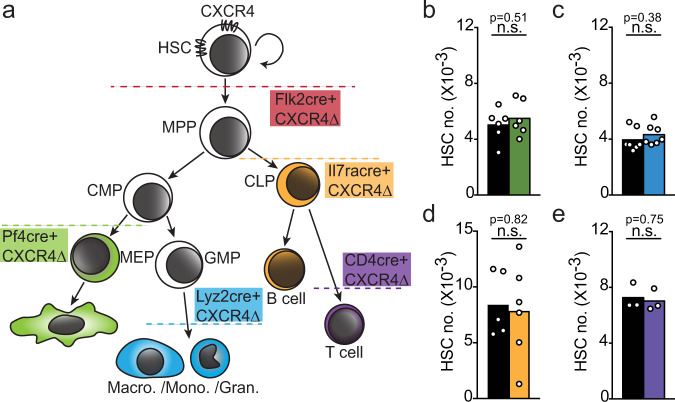
Normal HSC numbers in mice carrying *Cxcr4* deletion in megakaryocytes, myeloid, and lymphoid cells. **a** Schematic representation of CXCR4 deletion in hematopoietic cells by cell-lineage specific cre-recombinase transgenic approaches. **b**–**e** LT-HSC numbers in one femur and tibia of control littermate mice (black); (**b**) *Pf4-cre.Cxcr4*^*fl/fl*^ (green, *n* = 6/group); (**c**) *Lyz2-cre.Cxcr4*^*fl/fl*^ (blue, *n* = 7/group); (**d**) *Il7ra-cre.Cxcr4*^*fl/fl*^ (yellow, CTR *n* = 5, KO *n* = 6); (**e**) *Cd4-cre. Cxcr4*^*fl/fl*^ (purple, *n* = 3/group). Data are representative of two or more experiments. Bars indicate average, circles depict individual mice. n.s. not significant, *P* > 0.05 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

### Stability of HSC niche cell transcriptional heterogeneity

The ability of MSPCs and ECs to produce hematopoietic cytokines and chemokines can be altered under pre-leukemic and leukemic states^12–14,20^. To determine if the HSC niche is altered when MPPs lack *Cxcr4*, we analyzed the transcriptional heterogeneity of non-hematopoietic bone marrow cells (Supplementary Fig. 3a) by droplet-based single-cell RNA sequencing (scRNA-seq). A total of 14,027 cells, of which 6413 were from control and 7614 from *Cxcr4* cKO mice, were profiled at a mean depth of 39,451 and 51,660 reads/cell, respectively. After quality control utilizing Seurat (Stuart and Butler et al., 2019) (see Methods) and removal of contaminating hematopoietic cells, we analyzed 1380 control and 2438 cKO cells for a total of 3818 non-hematopoietic cells. We used the dimensional reduction technique Uniform Manifold Approximation and Projection (UMAP) to visualize non-hematopoietic cell clusters and compare differences in cell cluster heterogeneity between control and cKO bone marrow samples^33^. Unsupervised clustering identified two mesenchymal lineage cell clusters marked by *Lepr* expression, three osteolineage clusters, four endothelial cell clusters, one fibroblast cell cluster, and one chondrocytic cell cluster in both datasets (Fig. 4a, b, and Supplementary Fig. 3b, c). The total number of stromal and endothelial cell clusters resolved is reduced when compared with those described in prior studies^14–16^, possibly because of a reduced number of cells sequenced. Nevertheless, the overall structure of the data is comparable: one cycling EC cluster (cluster 11), two major cell clusters representing arterial and arteriolar ECs (clusters 10 and 2, respectively), and one sinusoidal EC subset (cluster 1); a large population of Lepr+ mesenchymal lineage cells (cluster 0); and a small cluster of Lepr^+^ mesenchymal lineage cells with increased expression of immediate early genes (e.g., *Fos*, *Fosb*, *Jun*, *Nr4a1*, *Mcl1*, cluster 7)^34^. Although cluster 9 is transcriptionally similar to cluster 1, cluster 9 cells express very low amounts of EC-specific genes (Fig. 4b shows *Cdh5*, but similar results could be seen for *Kdr*, *Flt4*, and *Flt1* expression). Comparison of cell clusters identified in control and cKO bone marrow samples reveal considerable overlap between samples (Fig. 4c), and a comparable proportion of individual clusters (Fig. 4d). Differential abundance test between control and cKO datasets using Milo^35^ confirm that the abundance of cellular states is not substantially different in all clusters (Fig. 4e; spatial False Discovery Rate (FDR) < 0.05). Furthermore, we find a very small number of differentially expressed genes (DEGs) between control and cKO mesenchymal and endothelial cell clusters. The major Lepr^+^ cell population (cluster 0) with an adipocytic gene expression program previously identified^16^ showed 11 DEGs with LogFC <1 (Supplementary Data 1). Likewise, the major sinusoidal and arteriolar EC clusters reveal 23 and 11 DEGs with LogFC <1, respectively (Supplementary Data 1). Mesenchymal and osteolineage cells (clusters 3-7, Supplementary Fig. 3d) also reveal <15 DEGs in which differences between samples did not exceed two-fold (Supplementary Data 1). Importantly, none of the DEGs are implicated in HSC regulation nor in downstream hematopoietic progenitor differentiation, and no major biological pathway can be associated with DEGs revealed in these analyses. Major regulators of HSC homeostasis such as *Cxcl12*, *Kitl*, *Ptn*, and adhesion ligands *Vcam1* and *Icam1*^4–6,30,36–40^ are transcriptionally abundant and equivalent in mesenchymal and endothelial cell clusters of both samples (Fig. 4f). Furthermore, no differences are detected in hematopoietic growth factors expressed in both samples (Supplementary Fig. 3f). Finally, to test if the bone marrow environment of cKO mice can support HSCs we transplanted WT BM into lethally irradiated WT or cKO recipient mice. We found similar numbers of phenotypic HSCs in the bone marrow of WT and cKO recipient mice 6 weeks after transplantation (Supplementary Fig. 3g). Taken together, these studies suggest that major transcriptional changes in HSC niches could not explain the HSC expansion seen in cKO mice, and that the cKO bone marrow environment per se is insufficient for causing HSC expansion.

**Fig. 4:**
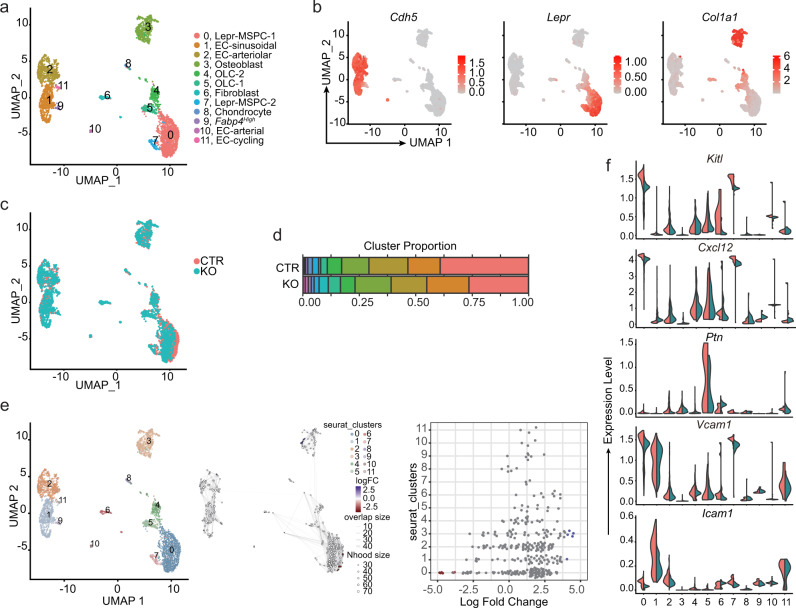
Niche cell transcriptional heterogeneity in mice with CXCR4-deficient MPPs. **a** UMAP visualization of bone marrow non-hematopoietic cells. **b** Expression levels of genes associated with endothelial cells (*Cdh5*), MSPCs (*Lepr*), and osteolineage cells (*Col1a1*) overlaid on UMAP. **c** Overlay of UMAP visualization of bone marrow non-hematopoietic cells from *Flk2-cre.Cxcr4*^*fl/+*^ (CTR, red) and *Flk2-cre.Cxcr4*^*fl/fl*^ (KO, blue) mice. **d** Cluster proportion. **e** Differential abundance test with Milo. UMAP cluster representation (left); graph representation of Milo differential abundance testing (middle); Beeswarm plot showing the distribution of logFC in neighborhoods containing cells from different Seurat clusters (right). Nodes are neighborhoods colored by logFC between CTR and KO. Non-differential abundance neighborhoods (FDR 5%) are colored white; neighborhood sizes correspond to number of cells in each neighborhood. Graph edges represent the number of cells shared between adjacent neighborhoods. Cell cluster frequencies in each sample (horizontal-colored bars). **f** Violin plots representing expression levels of essential HSC regulators (*Kitl, Cxcl12, Ptn, Vcam1, Icam1*) in CTR (red) and KO (blue) cell clusters.

To increase the sensitivity of detecting DEGs, we performed RNA sequencing of bulk sorted MSPCs. This analysis revealed 53 DEGs (normalized RNA counts >0 in all samples, *q* value < 0.05) (Fig. 5a–c), of which a few are hematopoietic cytokines and chemokines (Fig. 5d). 

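The bulk data comprise 8 libraries, each from the MSPCs of a single mouse, with 4 CTR (Flk2-cre.Cxcr4fl/+) and 4 cKO (Flk2-cre.Cxcr4fl/fl) mice. The sorted cells were negative for the hematopoietic markers CD45 and Ter119 and the endothelial markers CD31 and CD144, and positive for PDGFRα and for GFP expressed from the Kitl locus. The sample labels give the mice's age as 6 weeks, and the methods give 8 to 20 weeks for all mice. The authors trimmed and aligned the paired reads to GRCm38, counted them per gene, and deposited the counts of 52636 genes without normalization. Total counts ranged from 31047344 to 37682465 in CTR (median 32364445.5) and from 32724428 to 38216877 in cKO (median 34022231.5). Between 18366 and 20684 genes had a count in each library. From these counts, library sizes were scaled by the TMM method, and the 14598 genes with a count above 0 in every library were tested between genotypes with edgeR. This filter follows the criterion of the paper and removes genes that are silent in one genotype. Each sample's title carries a number, and the numbers fall into 26 to 32 for CTR2, CTR4, cKO2 and cKO4 and 67 to 86 for CTR1, CTR3, cKO1 and cKO3. The labels do not say what the number stands for. Both ranges hold 2 libraries of each genotype, so that a comparison of genotypes can be made within each, as the difference of mean log2 CPM. Cxcr4, the gene deleted in hematopoietic progenitors and not in MSPCs, had 4 to 19 counts in the CTR libraries and 0 to 12 in the cKO libraries (log2 fold change -0.77, standard error 1.19, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment without the filter on counts). At this depth no difference in Cxcr4 was detectable, and its counts in sorted niche cells do not check the genotype labels.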

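With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 14598 genes tested had an adjusted p-value under 0.05, and 646 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.894. Adding the title number group as a term left 0 genes past the threshold, with 790 at an unadjusted p-value under 0.05. Among the fits without a replicate term, DESeq2's likelihood ratio test with the title number group called the most, 47 genes, of which 20 were higher and 27 lower in cKO. All 53 genes plotted in Fig. 5c had the plotted direction in edgeR without a batch term. With the title number group as a term 52 did, and Tgtp1 was at -0.73. Tgtp1 was also negative without CTR replicate 3 (-0.19), cKO replicate 2 (-0.34) or cKO replicate 4 (-0.37). Without this term and with all libraries, the log2 fold changes ranged from 0.15 to 2.11 for the higher genes and from -2.06 to -0.27 for the lower genes. In edgeR 33 of the 53 had an unadjusted p-value under 0.05 and 24 passed 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. This count was 15 without cKO replicate 3, 39 without cKO replicate 4 and 45 with the title number group as a term. The 4 cKO libraries lay entirely above or below the 4 CTR libraries for 18 of the 53 genes. Within the title number groups, 52 of the 53 genes changed in the plotted direction in both, and Tgtp1 did so in 26 to 32 (0.51) and not in 67 to 86 (-1.88). Tgtp1 (log2 fold change 0.15, standard error 0.96) and its neighbor Tgtp2 (0.78, standard error 0.49) are near-identical copies between which counting can split reads, and the same holds for Ifit3 (0.92, standard error 0.27) and Ifit3b (0.77, standard error 0.28).

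**Figure D1:**
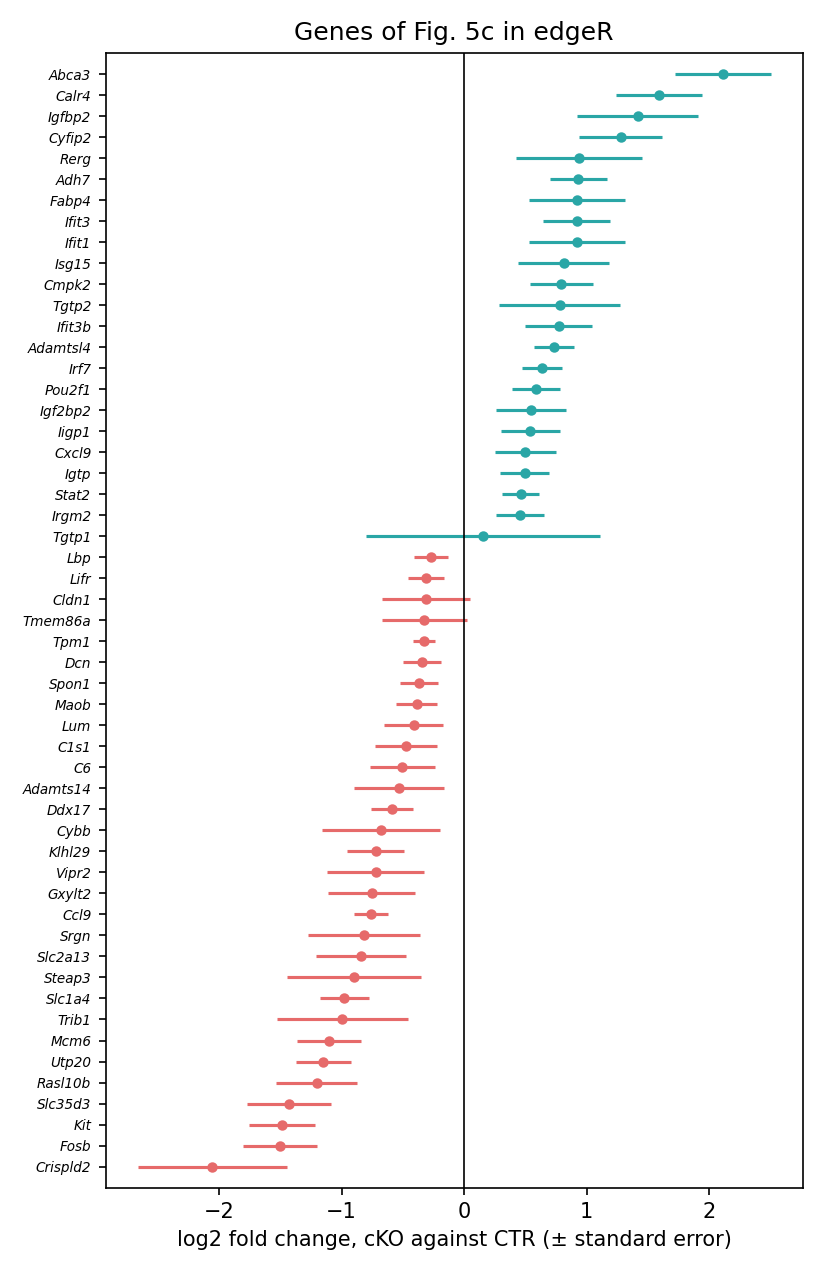
Log2 fold change between cKO and CTR MSPCs for each gene of Fig. 5c, with horizontal bars for the standard error derived from edgeR's F statistic. Genes plotted as higher in cKO by the paper are in teal and genes plotted as lower are in red, and all 53 lie on the plotted side of 0 in this fit without a batch term. Tgtp1 is the gene whose sign changed with the title number group as a term.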

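Igfbp2 (ENSMUSG00000039323.18, chromosome 1 of GRCm38 from 72824503 to 72852474) had 9.80 ± 6.10 TMM-normalized CPM in CTR MSPCs (SD, n = 4 mice) and 26.2 ± 10.4 CPM in cKO MSPCs (SD, n = 4). Its log2 fold change was 1.42 (standard error 0.49, unadjusted p = 0.0165 and adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper used another test, DESeq2's likelihood ratio test with a correction for batches that its text does not name. With that test the adjusted p of Igfbp2 was 0.704 with the title number group as batch. It was 0.00139 with the replicate number as batch, although the replicate numbers do not establish pairs. Every cKO library had a higher Igfbp2 value than every CTR library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Within the title number groups the log2 fold change of Igfbp2 was 1.15 for 26 to 32 and 2.15 for 67 to 86. With each library left out in turn, it stayed between 1.08 and 1.84. Igf2bp2 (ENSMUSG00000033581.16, chromosome 16 from 22059009 to 22163299) had 26.3 ± 7.25 CPM in CTR and 38.3 ± 15.0 CPM in cKO MSPCs (SD, n = 4 each). Its log2 fold change of 0.54 was not past the threshold (standard error 0.29, unadjusted p = 0.0860 and adjusted p = 0.999 from the same test in edgeR). The Igf2bp2 values of the genotypes overlapped (two-sided exact permutation test, p = 0.257), with log2 fold changes of 0.44 and 0.58 within the title number groups. With each library left out in turn, the log2 fold change of Igf2bp2 ranged from 0.25 without cKO replicate 3 to 0.71 without cKO replicate 4.

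**Figure D2:**
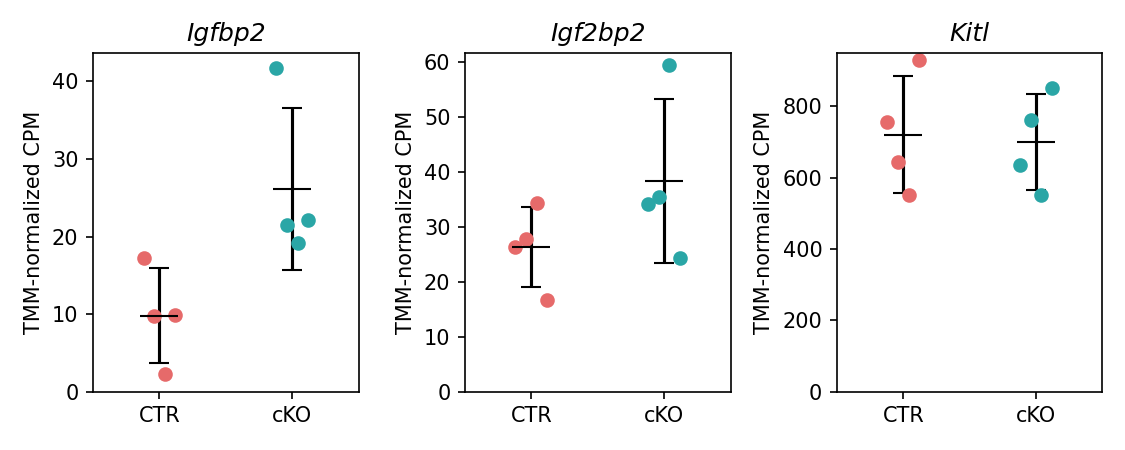
TMM-normalized CPM of Igfbp2, Igf2bp2 and Kitl in each CTR and cKO library. Points are mice, horizontal lines are means and error bars are SD (n = 4 per genotype), and only for Igfbp2 do the genotypes not overlap.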

Of note, *Igfbp2* and *Igf2bp2* have been shown to play roles in HSC homeostasis^41,42^, and their increased expression in MSPCs may have contributed to increased HSC numbers seen in cKO mice. Thus, bulk and scRNAseq studies revealed a remarkable stability of niche cell transcriptome and niche cell heterogeneity under conditions in which hematopoietic progenitors and differentiated cells interact poorly with CXCL12-producing niche cells.

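Across the 14598 genes tested, the median absolute log2 fold change between genotypes was 0.14, and 90% of the genes changed by less than 0.53. A log2 fold change of 1 or more was found for 329 of the 14598 genes (2.25%), and for 27 (0.287%) of the 9406 genes with a mean of at least 10 CPM. The 4 libraries of one genotype lay entirely on one side of the other 4 for 2.61% of the genes, where chance gives 2.86% if all libraries are exchangeable. These values cover the bulk-sorted MSPCs, which according to the paper came from mice with a Kitl-GFP allele. From its bulk and single-cell data, the paper concludes that the niche cell transcriptome is stable when hematopoietic cells interact poorly with CXCL12-producing niche cells.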

**Fig. 5:**
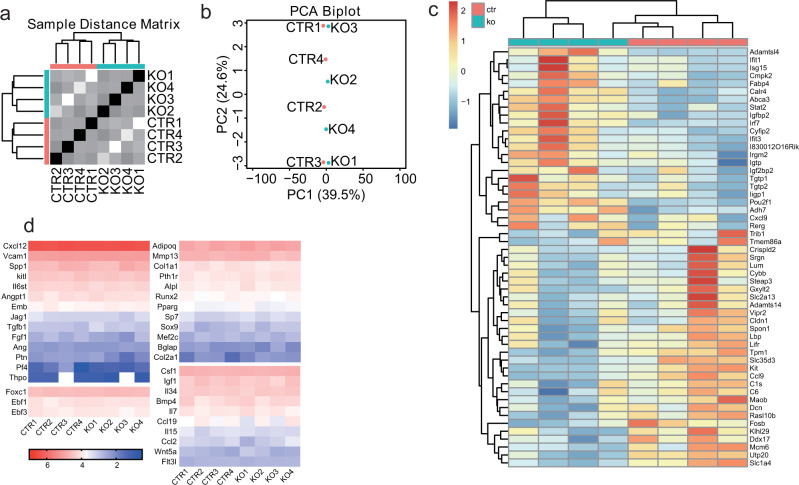
Comparison of MSPC global transcriptome between control and mice with CXCR4-deficient MPPs. **a** Unsupervised hierarchical sample clustering represented as Sample Distance Matrix. CTR (*Flk2-cre.Cxcr4*^*fl/+*^) and KO (*Flk2-cre.Cxcr4*^*fl/fl*^). **b** Principal-component analysis (PCA) representation of *Flk2-cre.Cxcr4*^*fl/+*^ (CTR) and *Flk2-cre.Cxcr4*^*fl/fl*^ (KO) samples obtained from individual mice. **c** Differentially expressed genes in MSPCs isolated from *Flk2-cre.Cxcr4*^*fl/+*^ (red) and *Flk2-cre.Cxcr4*^*fl/fl*^ (blue) mice. Plotted genes showed normalized RNA counts >0 in all samples, FDR adjust *p* < 0.05. **d** Heatmap representation of log10 normalized RNA counts of genes important for HSC maintenance and multilineage differentiation. All panels are derived from *n* = 4 mice per group.

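Genotype accounted for 13.3% of the squared Euclidean distance between the 8 libraries in log2 CPM, where a random split gives 14.3% (exact permutation test over the 35 splits, p = 0.743). The splits include ones uneven in the title number groups, in which genotype is even, so that this reference is approximate. The mean distance between libraries was 86.1 ± 3.59 (SD) for the 12 pairs of the same genotype and 85.1 ± 6.00 for the 16 pairs of different genotypes. The title number groups accounted for 20.4% of the squared distance (exact permutation test, p = 0.0286, the smallest p these splits allow), and separated the libraries along the first principal component. With the 500 most variable genes after DESeq2's variance stabilizing transformation, the first component held 24.7% and the next 17.1% of the variance.

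**Figure D3:**
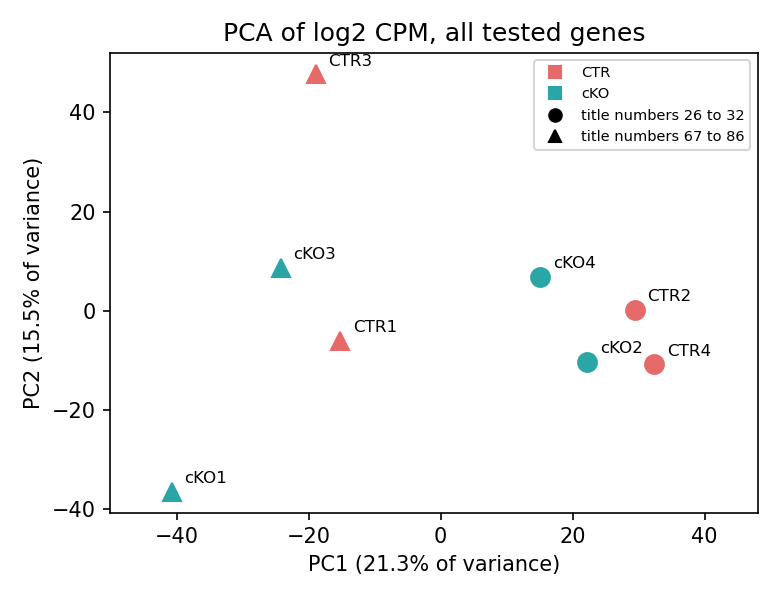
Principal components of log2 CPM over the 14598 genes tested, with the share of variance on each axis. Each point is a library, colored by genotype and shaped by title number group, and PC1 (21.3% of the variance) separates the title number groups and not the genotypes.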

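Of the 39 genes in Fig. 5d, 37 had a count above 0 in every library, and 0 of these had an adjusted p-value under 0.05, either over all genes tested or when adjusted over the list alone, with 1 at an unadjusted p-value under 0.05. This was Il6st (log2 fold change -0.58, standard error 0.19, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2's likelihood ratio test and the title number group as a term, Il6st had an adjusted p of 0.0405 over the list alone. The log2 fold changes of the 37 genes ranged from -0.60 for Ptn to 0.69 for Col2a1. That of Ptn was -1.35 without cKO replicate 1 and -0.29 without cKO replicate 3, and -1.03 and -0.85 within the title number groups 26 to 32 and 67 to 86. That of Col2a1 was 1.06 without CTR replicate 2 and 0.36 without CTR replicate 4, and 1.54 and 0.44 within these groups. Cxcl12 had 44603 ± 4335 CPM in CTR and 44808 ± 4506 CPM in cKO (SD, n = 4 each), and Vcam1 had 4083 ± 354 CPM in CTR and 4193 ± 147 CPM in cKO, so that both differences were smaller than the spread between mice. Between the title number groups the log2 fold change of Cxcl12 changed sign, at 0.013 and -0.0013, and that of Vcam1 was 0.050 and 0.032. Leaving out the library of CTR replicate 2, CTR replicate 4 or cKO replicate 3 turned Cxcl12 negative (-0.053, -0.0099 and -0.057), and leaving out that of CTR replicate 1 did so for Vcam1 (-0.013). The filter left out Thpo and Pf4. Thpo had 0 to 9 counts per library, too few to compare. Pf4 had 212 counts in CTR replicate 3, 0 to 57 in the other CTR libraries and 17 to 43 in cKO. Without the filter its log2 fold change was -1.62, outside the range of the 37 genes but not past the threshold (standard error 1.18, adjusted p = 0.791 from the same test in edgeR). This fall rests on CTR replicate 3 (6.57 CPM), which also held 2945 counts of the immunoglobulin gene Igha. The other CTR libraries (0 to 1.74 CPM) spanned the cKO values (0.52 to 1.12 CPM). The log2 fold change was -2.03 without CTR replicate 4, the library with 0 counts.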

### HSCs and hematopoietic progenitors compete for SCF

We considered the possibility that the abundance of hematopoietic growth factors displayed on WT and cKO niche cells may differ^8,43^. Of note, SCF is particularly attractive given its critical role in HSC homeostasis, survival, and proliferation, and the fact that mSCF is particularly important for hematopoiesis^44–46^. 

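Kitl (ENSMUSG00000019966.18, chromosome 10 of GRCm38 from 100015630 to 100100416), the gene encoding SCF, had 24195 ± 5545 counts normalized by DESeq2's size factors in CTR and 23486 ± 4493 in cKO MSPCs (SD, n = 4 mice each). On the CPM scale the means were 719.7 and 699.4, and Kitl ranked 137 among all genes by mean CPM over the 8 libraries. The log2 fold change was -0.041 (standard error 0.18, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the genotypes overlapped (two-sided exact permutation test of log2 CPM, p = 0.857). The sign of this difference was not stable. It was 0.058 in the title number group 26 to 32 and -0.13 in the group 67 to 86, and with each library left out in turn it ranged from -0.16 to 0.10, positive without CTR replicate 4 (0.10) or cKO replicate 3 (0.058). According to the paper the mice carried a Kitl-GFP allele, and the counts do not separate the alleles.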

Although transcript levels for SCF (*Kitl*) did not reveal differences between cKO and control Lepr+ MSPCs (Fig. 6a), we detected a significant increase in mSCF on bone marrow Lepr^+^ MSPCs and ECs (Fig. 6b–d). We performed a series of in vitro and in vivo experiments to validate the specificity of mSCF staining. *Kitl* overexpression in OP-9 stromal cells showed robust mSCF expression relative to control transduced OP9 cells (Supplementary Fig. 4a). Pre-incubation of the anti-SCF antibody with varying amounts of soluble SCF completely prevents mSCF detection on cKO MSPCs and ECs in a SCF dose-dependent manner (Supplementary Fig. 4b). However, we could not reliably detect mSCF on WT MSPCs when comparing to background staining obtained in *Kitl*-deficient MSPCs (Supplementary Fig. 4c). Importantly, reducing mSCF protein abundance by half through genetic means (i.e., crossing cKO mice with *Kitl*^*GFP/+*^ mice), reduces mSCF protein levels in niche cells of cKO mice to the level detected in niche cells isolated from WT mice (Fig. 6e), and also reduces the number of phenotypic HSCs to physiological levels (Fig. 6f). In contrast, *Kitl* haploinsufficiency has no impact on HSC numbers of *Flk2*-cre *Cxcr4*^*fl/+*^ mice (Fig. 6f). Conditional *Kitl* deletion from Lepr ^+^ MSPCs of *Cxcr4* cKO mice also reduces HSC numbers significantly even though we could not detect changes in mSCF levels (Supplementary Fig. 4d, 4e). The levels of mSCF on MSPCs and ECs of mice conditionally deficient in *Cxcr4* in T cells (*Cd4*-cre), myeloid cells (*Lyz2*-cre), or in megakaryocyte (*Pf4*-cre) cells are normal (Supplementary Fig. 4f, g). The total numbers of Lepr ^+^ MSPCs and ECs are also equivalent between cell-lineage specific *Cxcr4* cKO mice and littermate controls (Supplementary Fig. 4h, i). Besides SCF, HSCs also require hepatocyte-produced Thrombopoietin^1^. Interestingly, we measured a small but significant reduction in Thrombopoietin concentration in the serum of cKO mice (Supplementary Fig. 5a). However, heterozygous mutations in *Thpo* do not change the total number of HSCs in vivo, suggesting that long-range acting Thrombopoietin is not limiting the size of the HSC compartment^1^.

**Fig. 6:**
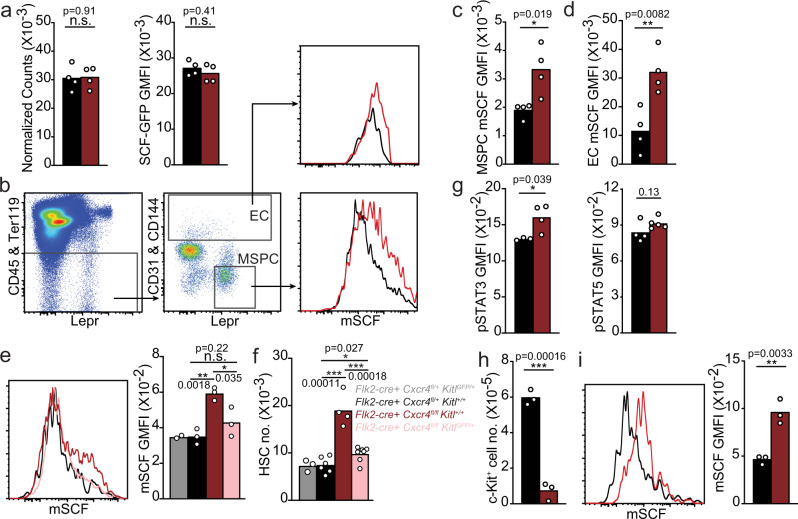
Altered membrane-bound SCF on MSPCs and ECs, and altered cKit signaling in HSCs of mice with CXCR4-deficient MPPs. **a** *Kitl* mRNA expression. Normalized *Kitl* RNA counts in MSPCs (left); and *Kitl*-GFP expression in gated LEPR^+^ MSPCs (right) of *Flk2-cre.Cxcr4*^*fl/+*^ *Kitl*^*GFP/+*^ (black), and *Flk2-cre.Cxcr4*^*fl/fl*^ *Kitl*^*GFP/+*^ (red) mice (*n* = 4 mice/group). **b** Gating strategy of LEPR^+^ MSPCs and ECs, and mSCF measurements by flow cytometry. **c**, **d** mSCF geometric mean fluorescent intensity (GMFI) on LEPR^+^ MSPCs (**c**) and ECs (**d**) from *Flk2-cre.Cxcr4*^*fl/+*^ (black) and *Flk2-cre.Cxcr4*^*fl/fl*^ (red) mice (*n* = 4 mice/group). **e** Overlay of mSCF on gated LEPR^+^ MSPCs isolated from indicated mice (left), mSCF quantification (right, *n* = 3 mice/group). **f** HSC numbers in bone marrow. Gray, *Flk2-cre.Cxcr4*^*fl/+*^*Kitl*^*GFP/+*^ (*n* = 3) Black, *Flk2-cre.Cxcr4*^*fl/+*^*Kitl*^*+/+*^ (*n* = 6); Red, *Flk2-cre.Cxcr4*^*fl/fl*^ *Kitl*^*+/+*^ (*n* = 4); Pink, *Flk2-cre.Cxcr4*^*fl/fl*^ *Kitl*^*GFP/+*^ (*n* = 7). **g** pSTAT3 (left) and pSTAT5 (right) levels in HSCs isolated from *Flk2-cre.Cxcr4*^*fl/+*^ (black, pSTAT3 *n* = 3, pSTAT5 *n* = 4) and *Flk2-cre.Cxcr4*^*fl/fl*^ (red, pSTAT3 *n* = 4, pSTAT5 *n* = 5) mice. **h** cKit^+^ cell number in bone marrow (**i**) mSCF levels on LEPR^+^ MSPCs (*n* = 3/group). (H and I) Mice were treated with 200 µg of isotype (black) or ACK2 antibody (red) for 3 days (*n* = 3/group). Data in panel (**a**) are from one bulk RNA sequencing experiment with *n* = 4 samples/group. Data in panels (**b**–**i**) are representative of two or more experiments. Bars indicate average, circles depict individual mice. *P < 0.05; **P < 0.01 and ***P < 0.001 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

cKit signaling activates the JAK/STAT pathway and induces STAT3 and STAT5 phosphorylation^47,48^. HSCs stimulated with soluble SCF in vitro for 30 minutes reveals a low but significant increase in pSTAT3 and pSTAT5 measured by intracellular phospho-flow cytometry (Supplementary Fig. 5c). Importantly, pSTAT3 but not pSTAT5 is significantly increased in HSCs isolated from the bone marrow of *Cxcr4* cKO mice relative to that detected in control littermate (Fig. 6g). Combined, these data lend support to the possibility that the increased HSC number seen in cKOs is dependent on increased mSCF availability on Lepr ^+^ MSPCs and ECs in the bone marrow.

Next, we aimed at understanding the mechanism underlying increased mSCF levels in HSC niche cells of cKO mice. Measurements of soluble SCF shows that cKO and WT mice have similar SCF concentrations in the bone marrow interstitial fluid (Supplementary Fig. 5b), suggesting that the increased mSCF level detected is not due to reduced proteolytic cleavage from niche cells. Therefore, we considered the possibility that competition between HSCs and cKit^+^ hematopoietic progenitors might limit mSCF abundance in niche cells such that it influences the HSC compartment size. To test this possibility, we depleted cKit^+^ cells in vivo by administering saturating amounts of an anti-cKit antibody (clone ACK2, Supplementary Fig. 5d) that blocks cKit signaling in vivo and elicits antibody-dependent cellular phagocytosis^49^, and measured changes in mSCF displayed on MSPCs and ECs in the bone marrow. Treated animals show a ~6–8 fold reduction in cKit+ cells 3 days after the treatment (Fig. 6h) whereas neutrophil numbers reduce by only 20% (Supplementary Fig. 5e), as expected^50^. Remarkably, mSCF displayed on the surface of bone marrow MSPCs increases promptly in ACK2-treated animals relative to that detected in mice treated with isotype control antibody (Fig. 6i). To further assess if cKit+ progenitors actively consume SCF we blocked cKit signaling in vivo for 24 h by administering ACK2 in combination with BrdU i.v. and measured the rate of cKit+ progenitor cell generation by BrdU incorporation. The number of BrdU+ LSKs, CMPs, and MEPs is significantly reduced whereas BrdU+ CLPs are increased (Supplementary Fig. 5f–j). BrdU+ GMP numbers trend towards being reduced but the difference was not statistically significant (Supplementary Fig. 5h). These data demonstrate that cKit+ progenitors actively consume SCF and reveal an inverse relationship between mSCF abundance on niche cells and the number of cKit^+^ hematopoietic stem and progenitor cells in the bone marrow. Combined, these data suggest that mSCF acts as a carrying capacity factor that limits the size of the HSC compartment.

Finally, to gain insight into how cKit+ progenitor interactions with SCF-producing niche cells may result in mSCF consumption, we attempted to measure the extent to which hematopoietic cells physically remove membrane fragments and associated proteins from MSPCs, a process known as trogocytosis^51,52^. We generated mice that conditionally express membrane-bound GFP (mGFP) in mesenchymal-lineage cells (*Lepr*^*Cre/+*^ *Rosa26* mT/mG^53^). These mice were lethally irradiated and reconstituted with non-fluorescent C57BL6/J BM cells in order to allow quantification of mesenchymal cell-derived membrane fragments (measured by mGFP fluorescence) latched on hematopoietic cell subsets. Interestingly, mGFP fluorescence is detected at highest levels on HSCs, with other cKit+ progenitors also revealing significant amounts of mGFP fluorescence (Supplementary Fig. 6a–c). In contrast, no significant mGFP fluorescence is measured on inflammatory monocytes, whereas GMPs, recirculating mature B cells and neutrophils display minimal mGFP fluorescence (Supplementary Fig. 6b, c). To exclude the possibility that hematopoietic progenitors and differentiated immune cells acquire mGFP ex-vivo (i.e. during tissue processing for flow cytometry analyses) we performed parallel experiments in which we mixed non-fluorescent (CD45.2+) BM cells with BM cells isolated from *Lepr*^*Cre/+*^ *Rosa26* mT/mG BM chimeras (CD45.1+). This experiment shows minimal acquisition of mGFP fluorescence in hematopoietic progenitors ex-vivo (Supplementary Fig. 6d). Combined, these findings lend support to the conclusion that active mSCF consumption by HSCs and hematopoietic progenitors limits mSCF availability which in turn stabilizes the HSC compartment size.

## Discussion

Guided by CXCR4, HSCs, hematopoietic progenitors, and differentiated immune cells localize in the bone marrow and physically interact with a heterogeneous population of cytokine and growth factor-producing mesenchymal and endothelial cells. While the lymphoid, myeloid, erythroid, and megakaryocyte lineages diverge in cytokine requirements at late stages of differentiation, they converge in their requirement for SCF during early developmental stages^20^. Studies over the last 10 years identified LEPR^+^ mesenchymal lineage cells as relevant cellular sources of SCF for HSCs and lineage-restricted hematopoietic progenitors, including lymphoid, erythroid, and myeloid progenitors^4,17^. The LEPR^+^ MSPC population is transcriptionally and functionally heterogeneous and includes a major cell population characterized by an adipogenic gene expression program and smaller subsets of osteolineage-primed mesenchymal progenitors. Importantly, SCF produced by osteolineage-primed mesenchymal progenitors (marked by Osteolectin expression) contributes to CLP and early B and T cell progenitor development or maintenance, but it does not contribute to HSC homeostasis and early myeloid, erythroid, and megakaryocyte progenitor development in vivo^18^. Therefore, HSCs and multiple hematopoietic progenitors rely on SCF produced presumably by the same fraction of MSPC that is marked by high *Lepr*, *Kitl*, and *Cxcl12* expression, a model that is in agreement with earlier findings that HSCs and MPPs are occasionally found in close proximity to the same niche cell^10,11^.

In this study, we uncovered an unexpected layer of regulation of HSC homeostasis. When CXCR4 is deleted in MPPs using a *Flk2*-cre allele, it renders essentially all downstream hematopoietic progenitors and differentiated hematopoietic cells CXCR4 deficient and unable to respond to CXCL12 produced by MSPCs and ECs. Prior studies have shown that hematopoietic stem and progenitor cells rely on CXCR4-mediated migration for cell-cell interactions with CXCL12-expressing niche cells^29,54^. Because CXCR4 deficiency results in reduced hematopoietic cell interactions with CXCL12 and SCF-producing MSPCs and ECs, we argue that it also results in reduced SCF consumption and thus increased mSCF availability. However, these studies do not exclude the possibility that additional factors not expressed by bone marrow niche cells may contribute to HSC expansion. The fact that the defects seen in HSC and in hematopoiesis in mice conditionally deficient in *Cxcl12* or *Kitl* in bone marrow niche cells is remarkably similar^4–6,55^ further supports the possibility that CXCL12 acts primarily as a guidance cue for hematopoietic cells to localize in bone marrow and interact with MSPCs.

By displacing MPPs and downstream hematopoietic progenitors from CXCL12-producing niches in the bone marrow through conditional *Cxcr4* deletion, we made two unexpected observations. First, the HSC niche is transcriptionally stable and impervious to non-malignant cell-cell interactions. This finding contrasts with profound transcriptional changes that occur when niche cells interact with preB cell acute lymphoblastic leukemia or with acute myeloid leukemias, which impact hematopoiesis and MSPC differentiation in vivo^12–14,56^. These observations suggest that signals provided or triggered by leukemic cells are sensed by HSC niche cells and that such signals control hematopoietic cytokine and chemokine production. Second, HSCs and SCF-dependent cKit-expressing hematopoietic progenitors compete for limited amounts of membrane-tethered SCF in vivo. This model of limited SCF availability is supported by the fact that *Kitl* haploinsufficiency reduces the number of HSCs and hematopoietic progenitors by approximately 2-fold under homeostatic conditions^4,17^.

Even though *Kitl* mRNA is abundantly expressed in MSPCs, we were unable to reliably detect mSCF protein on LEPR^+^ MSPCs of wild type mice when compared to the background staining detected in LEPR^+^ MSPCs of *Kitl* conditionally deficient mice (*Lepr-cre* + *Kitl*^*fl/fl*^; Supplementary Fig. 4c). However, mSCF protein was readily detected on MSPCs of wild type mice treated with a cKit blocking antibody (Fig. 6i). Furthermore, mSCF was also readily detected in MSPCs and ECs of mice in which hematopoietic progenitors interact poorly with niche cells (*Cxcr4* cKO mice; Fig. 6e and Supplementary Fig. 4d). Combined, these studies provide evidence supporting a model in which competition for limited amounts of mSCF establishes a fine balance between the HSC and cKit^+^ hematopoietic progenitor compartment size. This model is in agreement with earlier studies by Nagasawa and colleagues showing that when large numbers of transplanted HSCs engraft into non-irradiated recipients, the number of host and donor-derived hematopoietic progenitors, such as GMPs, is reduced^25^. It is also consistent with recent findings showing discrepancies between LEPR^+^ MSPC *Kitl* transcript and SCF protein abundance^43^, while providing an alternative explanation: cytokine consumption by hematopoietic progenitors may account for such discrepancies.

It is presently unclear why HSCs do not expand by more than 2-fold when mSCF levels are still elevated in *Cxcr4* cKO mice. It is interesting to note that prior studies examining the HSC niche and mechanisms controlling the HSC compartment size also reported ~2-fold changes. For example, Angiogenin and Embigin have been shown to limit HSCs numbers by ~2-fold^57^. Likewise, CXCL4 and TGFβ1 produced by megakaryocytes also limit HSC numbers by a similar magnitude. It is possible that the capacity for mSCF availability to modulate the HSC compartment size is limited by cues promoting HSC quiescence such as Angiogenin, Embigin, CXCL4 or TGFβ1. Future studies will determine if (and which) quiescence-promoting cues limit HSC growth under conditions of elevated mSCF availability.

The exact mechanism by which HSCs and hematopoietic progenitors consume mSCF remains unclear. Recent studies using intravital 2-photon microscopy revealed that HSCs are moderately dynamic under homeostasis^54,58^. Like developing B cells, HSC motility is dependent on active CXCR4 signaling, and HSC retention within bone marrow requires integrin-mediated adhesion^29,54^. Likewise, MPPs are also motile within bone marrow under transplantation, and also require CXCR4 for bone marrow retention^10,59^. It is possible that interactions between HSCs, hematopoietic progenitors, and SCF-producing niche cells result in the physical removal of mSCF through a process resembling trogocytosis^51,52^. Consistent with this model, we were able to measure, albeit indirectly, MSPC-derived membrane processes latched on HSCs and several hematopoietic progenitors, consistent with the idea that these cells actively interact and consume mSCF displayed on MSPCs. Future studies that allow visualization of mSCF on bone marrow niche cells may provide insights into the mechanism(s) that limit mSCF availability in vivo.

Cell competition for limiting resources is common and physiologically important. In the immune system, examples include B cell clonal competition during the germinal center reaction, competition for access to B lymphocyte survival cytokines such as BAFF, among several others^60,61^. In these cases, competition ensures the survival of the fittest cell or clone with direct benefit for the host (e.g., selection of high-affinity clones, elimination of autoreactive lymphocytes). Likewise, competition for limited amounts of mSCF may ensure that the fittest HSCs are maintained and contribute to blood cell production over time. Once HSCs divide and progressively differentiate into MPP and lineage-restricted progenitors, their shared dependency on mSCF may ensure homeostatic control of HSC and progenitor compartment sizes. These findings and model are more easily compatible with studies showing that HSCs actively contribute to blood cell production during homeostasis^62^ than with other studies suggesting that HSCs contribute only during physiological stress conditions such as systemic infection or inflammation^63^.

A recent study demonstrated that Tregs require CXCR4 for homing to the bone marrow where they play a direct role in controlling HSC homeostasis by secreting adenosine^24^. However, we failed to measure significant changes in the HSC compartment size when T cells lack CXCR4, including Tregs. A major difference between these studies is that Hirata et al. analyzed mice in which only Tregs are *Cxcr4*-deficient whereas in our studies we deleted *Cxcr4* in all T cell subsets. Under homeostasis, naïve T cells express very little CXCR4 and are largely unable to migrate into the bone marrow^64^. In contrast, memory T cells upregulate CXCR4 and migrate into the bone marrow where these cells receive homeostatic signals (presumably IL7 and/or IL15) required for their long-term maintenance^65,66^. Thus, it is possible that adenosine produced by bone marrow Tregs suppresses bystander activation of recirculating memory T cells to reduce or prevent the release of inflammatory signals in the HSC niche^67^.

In summary, our studies revealed that mSCF acts as a carrying capacity factor for HSC homeostasis due to competition from cKit-dependent hematopoietic progenitors for limited amounts of mSCF under homeostatic conditions. Furthermore, while MSPCs respond to long-range cues such as hormones for regulation and differentiation, these cells and ECs are impervious to alterations in cell-cell interactions with hematopoietic progenitors and remain transcriptionally stable.

## Methods

All research described in this study complies with ethical regulations according to the protocol approved by the Yale University Institutional Animal Care and Use Committee.

### Mice

C57BL/6NCR (strain code 556) (CD45.2+) and B6-Ly5.1/Cr (stain code 564) (CD45.1+) were purchased from Charles River Laboratories. *Rosa26mTmG*, *Pf4-*cre, *Kitl*^*fl/fl*^, *Lepr-*cre, and *Kitl* ^*GFP/+*^ mice were from The Jackson Laboratories. *Cxcr4*^*fl/fl*^, *Lyz2-*cre, *Il7ra-*cre, *CD4-*cre, and *Rosa26*^*tdtomato/+*^ mice were from internal colonies. *Flk2-*cre mice were a gift from Dr. E. Camilla Forsberg (University of California, Santa Cruz). Although *Flk2-*cre transgene is inserted into Y-chromosome, our previous work showed the hematopoietic cell composition in bone marrow and secondary lymphoid organs of *Flk2-*cre transgenic mice is indistinguishable from their littermate controls. All mice analyzed were 8-20 week old, were maintained under specific pathogen-free conditions at Yale Animal Resources Center.

### In vivo treatments

Mice were treated with 5-FU at a dose of 150 mg/Kg/week and monitored closely for general condition. In vivo blocking of cKit signaling was achieved by treatment with anti-cKit blocking antibody (clone ACK2, no azide, low endotoxin, Biolegend) at a dose of 200 µg/mouse intravenously. In vivo BrdU incorporation studies were performed by injecting BrdU (BD Biosciences) dissolved in saline (1 mg/200 µL) intravenously.

### Flow cytometry

For analyses of hematopoietic cell composition, bone marrow cells were obtained by crushing long bones with DMEM supplemented with 2% FBS, 1% Penicillin/Streptomycin, 1% L-glutamine, and 1% HEPES. Spleen cells were obtained by mashing spleens through 70 μm cell strainers with the same media. Bone marrow stromal cell isolation and mSCF staining were performed as previously described^10^. Cells were counted with a Beckman Coulter Counter. Cells were then stained with antibody cocktail diluted in FACS buffer, at the concentration of 25 μl per 1 × 10^6^ cells on ice. To stain intracellular proteins and markers including BrdU, Ki67, pSTAT3, and pSTAT5, cells were fixed in Cytofix/Cytoperm solution (BD) for 20 min at a concentration of 25 μl per 1 × 10^6^ cells on ice and washed twice with PermWash buffer (BD). Cells were then permeabilized in Permeabilization Buffer Plus (BD) at the same concentration on ice for 10 min and washed twice. The Ki67 antibody was diluted in FACS buffer and used to stain cells on ice. The BrdU, pSTAT3 and pSTAT5 antibodies were diluted in PermWash buffer, and the cells were stained at room temperature. Hematopoietic cell populations were identified as follows: LSK: Lineage^-^ cKit^+^ SCA-1^+^; LT-HSC: Lineage^-^ cKit^+^ SCA-1^+^ FLT3^-^ CD150 (SLAM)^+^; ST-HSC: Lineage^-^ cKit^+^ SCA-1^+^ FLT3^-^ CD150^-^; MPP: Lineage^-^ cKit^+^ SCA-1^+^ FLT3^+^ CD150^-^ (The lineage cocktail was: CD19, B220, CD3e, CD4, Gr1, NK1.1, Ter119, CD11b, CD11c, CD41, CD48). MPP2: Lineage^-^ cKit^+^ SCA-1^+^ FLT3^-^ CD48^+^ SLAM^+^; MPP3: Lineage^-^ cKit^+^ SCA-1^+^ FLT3^-^ CD48^+^ SLAM^-^; MPP4: Lineage^-^ cKit^+^ SCA-1^+^ FLT3^+^ (The lineage cocktail was: CD19, B220, CD3e, CD4, Gr1, NK1.1, Ter119, CD11b, CD11c). Treg: CD3e^+^ CD4^+^ CD25^+^; MSPC: CD45^-^ Ter119^-^ CD31^-^ CD144^-^ LEPR^+^; EC: CD45^-^ Ter119^-^ CD31^high^ CD144^high^. Antibody fluorochromes, concentrations, and dilutions used are included in Supplementary Data 3.

### Immunostaining and Microscopy analyses

Freshly dissected femurs were fixed in 2% paraformaldehyde-based fixative in PBS at 4 °C overnight. Bones were dehydrated in a solution of 30% sucrose in PBS, at 4 °C overnight. Samples were embedded in OCT and snap-frozen in an ethanol/dry ice bath. Frozen sections were prepared according to the Kawamoto method or using the CryoJane tape transfer system (Leica). Femur whole mounts frozen in OCT were stained with primary antibodies for 2–3 days at 4 °C and secondary antibodies for 1 day at 4 °C. Slides were mounted with Fluormount-G (SourthernBiotech) or with a 30% glycerin solution. Images were acquired on a Leica SP8 confocal microscope.

### Competitive reconstitution assay

Recipient mice (CD45.1^+^) were exposed to whole-body lethal irradiation from a ^137^Cs source (two doses of 550 rads separated by 3 h). Mice were then reconstituted with 5 × 10^6^ donor whole bone marrow cells (a mixture of CD45.2^+^ and CD45.1^+^ cells in a 1:1 ratio) by intravenous injection. Chimeric mice were analyzed 16 weeks after reconstitution. For long-term reconstitution analysis, 6 × 10^6^ donor whole bone marrow cells were injected to recipients, and the chimerism was analyzed 16 weeks after reconstitution in both primary and secondary transplantations.

### Bone marrow stromal cells preparation for bulk RNA sequencing

Long bones were flushed with HBSS supplemented with 2% of FBS, 1% Penicillin/Streptomycin, 1% L-glutamine, 1% HEPES, and 200 U/mL Collagenase IV (Worthington Biochemical Corporation). Cells were first digested at 37 °C for 20 min and gently pipetted to dissociate cell clumps. Cells were then filtered through 100 μm cell strainers after being digested at 37 °C for another 10 min, and washed with media. Stromal cells were enriched by depleting hematopoietic cells with biotin-conjugated CD45 and Ter119 antibodies, and Dynabeads® Biotin Binder (Invitrogen #11047). Cells were stained with CD31, CD144 and PDGFRα antibodies after depletion and CD45^-^ Ter119^-^ CD31^-^ CD144^-^ PDGFRα^+^ SCF-GFP^+^ cells were sorted into DMEM with 10% FBS. Sorting was performed by the BD FACS Aria II. The sorted cells were then sorted with the same gating strategy again to reduce contamination into 350 μL RLT plus buffer with 3.5 μL β-mercaptoethanol. RNA was extracted using the RNeasy® Plus Micro Kit (Qiagen #74034).

### Bulk RNA sequencing

RNA sequencing was performed using the Illumina HiSeq2500 system with paired-end 2 × 76 bp read length by the Yale Center for Genome Analysis. The sequencing reads were trimmed by 7 bp on the 5ʹ-end and until QS ≥ 20 on the 3ʹ-end. The sequencing reads were then aligned onto the reference genome Mus musculus GRCm38 (mm10) using HISAT2^68^ and converted to BAM files using SAMtools^69^. Read counts were generated using HTSeq-count^70^ with GENCODE v27 as the gene model. By utilizing DESeq2^71^, the read counts were normalized by size factor and the differential expression of genes were calculated using LRT model in correction for batch effect.

### Bone marrow stromal cells preparation for single-cell RNA sequencing

Bone marrow stromal cells were isolated using the same method as the bulk RNA sequencing cell preparation. The bones after flushing were chopped into small pieces and digested with HBSS supplemented with 2% of FBS, 1% Penicillin/Streptomycin, 1% L-glutamine, 1% HEPES, and 200 U/mL Collagenase IV (Worthington Biochemical Corporation) at 37 °C for 45 min under agitation (120 rpm). Cells were then filtered through 100 μm cell strainers before combined with digested bone marrow stromal cells. Cells were then stained with CD31, CD144, lineage (B220, CD19, CD11b, Gr1, CD3e) and CD71 antibodies. CD45^−^ Ter119^−^ Lin^−^ CD31^−^ CD144^−^ CD71^−^ cells were sorted by the BD FACS Aria II machine into 350 μL DMEM with 20% FBS. Single-cell RNA sequencing was performed by the Yale Center for Genome Analysis. The libraries were prepared using the Chromium Single Cell 3ʹ Reagent Kits v3 according to the protocol. Libraries were run on an Illumina NovaSeq system with 100-bp paired-end reads to ~80% saturation level and to get the coverage to ~40,000 reads per cell, and the sequencing reads were aligned onto Mus musculus GRCm38 (mm10) reference genome.

### scRNA-seq data preprocessing and analysis

Barcode processing and single cell 3ʹ gene count matrix calculation were conducted using the 10x Genomic Cell Ranger 4.0.0^72^ and Gene-Barcode matrix containing 14,027 cells were generated. Quality control, finding highly variable genes, dimensionality reduction, graph-based unsupervised clustering, and identification of differentially expressed genes were performed using Seurat R Package 4.0^73^. Cells having fewer than 200 or more than 6000 detected features and more than 20% mitochondrial gene mapped reads were excluded from downstream analyses. Also, mitochondrial and ribosomal protein features were removed from the count matrix and contaminating hematopoietic cells expressing the genes listed in Supplementary Data 2 were filtered out. Then the count data was normalized, and variance stabilized using the SCTransform^74^.

### Dimensionality reduction, unsupervised cell clustering, and visualization

With the normalized gene-barcode matrix of resulting 3818 cells, highly variable genes were detected and dimensionality reduction with principal component analysis (PCA) was conducted. The number of optimal principal components (PCs) was determined by *ElbowPlot* function of Seurat. Dimensionality was reduced and projected the cells in 2D space using UMAP by *RunUMAP* function of Seurat. Markov affinity-based graph imputation of cells^75^ was used to denoising the high-dimensional scRNA-seq data by imputing plausible gene expression in each cell.

### Annotation of cell types and identification of cluster markers

The markers defining each cluster were identified by performing *FindAllMarkers* in the Seurat R package using the MAST method^76^. Feature plots with the top 10 significant positive markers of each cluster and a heatmap of the top 10 significant positive markers were generated to visualize how well the clusters are defined. Also, DEGs between conditions within the same cluster were identified using *FindMarkers* with the MAST method.

### Differential abundance test

Differential abundance of neighborhoods was analyzed via MiloR R package (https://github.com/MarioniLab/miloR) by allocating cells to partially overlapping neighborhoods on a k-nearest neighbor (KNN) graph. With calculated log2 fold change and FDR, clusters having statistically significant differential abundance were determined.

### Elisa assays

To harvest bone marrow interstitial fluid, long bones were flushed into 1.5 ml Eppendorf tubes using compressed air and immediately weighed and dissociated in 15-fold DPBS by pipetting and vortexing. The mixture was then centrifuged at 100 g for 5 min, and the supernatant was transferred to new tubes, followed by another centrifugation at 9200 g for 5 min to remove the remaining debris. To harvest serum, blood was collected and allowed to clot at room temperature for 1 h. The clotted blood was then centrifuged at 150 g for 10 min and the serum was transferred to new tubes. The serum was diluted 5-fold for the assay. ELISA for SCF and TPO was conducted with Mouse SCF Quantikine ELISA Kit (R&D, MCK00) and Mouse Thrombopoietin Quantikine ELISA Kit (R&D, MTP00).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Source data are provided with this paper. All bulk RNA-seq and scRNA-seq data were deposited in the Gene Expression Omnibus (GEO) under the accession number GSE171015. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Competition between hematopoietic stem and progenitor cells controls hematopoietic stem cell compartment size
**Source:** Nat Commun. 2022 Aug 8;13:4611. doi: 10.1038/s41467-022-32228-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary data for:

**Competition between hematopoietic stem and progenitor cells controls hematopoietic stem cell compartment size.**

Runfeng Miao1, Harim Chun2, Xing Feng1, Ana Cordeiro Gomes1#, Jungmin Choi2,3*, and João P. Pereira1*

This supplementary information file contains:

Supplementary Figures 1-6.

**Supplementary Data 1.** Differentially expressed genes between bone marrow non-hematopoietic cell clusters from *Cxcr4*^+/+^ and *Cxcr4*^fl/fl^  Flk2-cre identified by scRNAseq. Related to Figure 4.

**Supplementary Data 2.** List of genes used to exclude cell contaminants. Related to Figure 4.

**Supplementary Data 3.** List of antibodies including concentrations and dilutions used in this study.

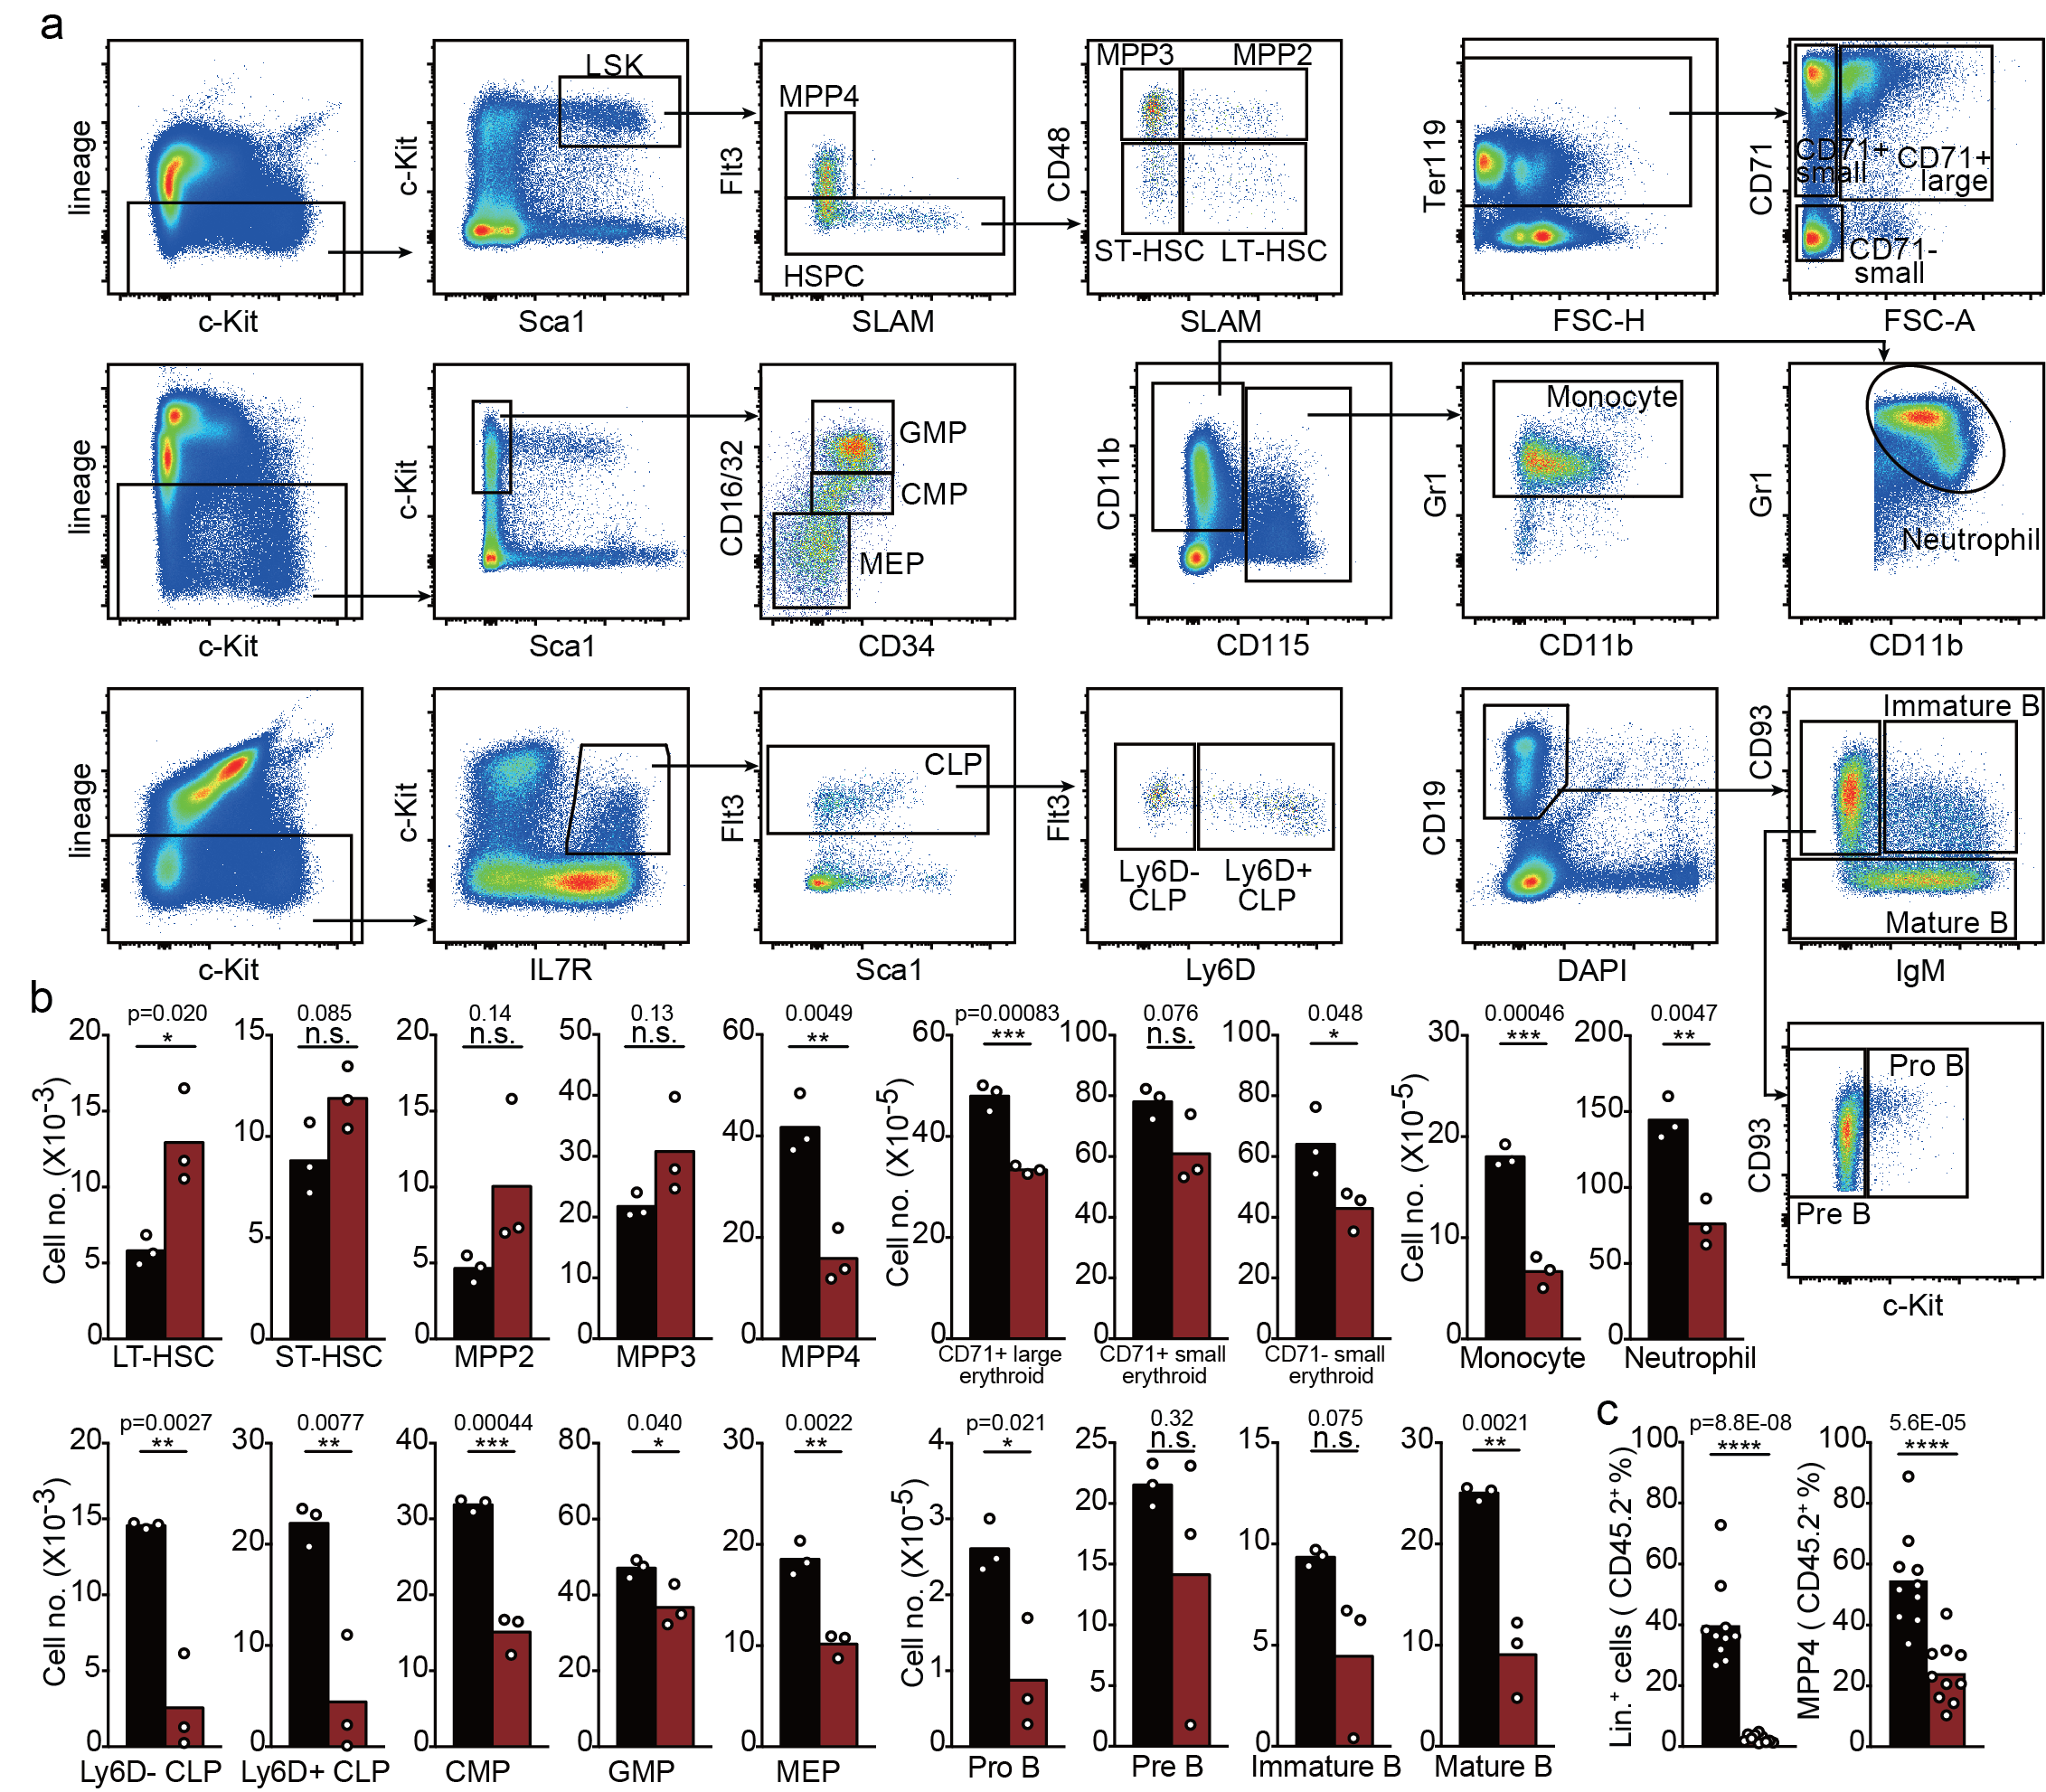

Supplementary **Figure 1. *Flk2-cre* is activated at the MPP stage.**

(A) Gating strategies for bone marrow cell populations. (B) Enumeration of LT-HSC, ST-HSC, MPP cell subsets, erythroid, myeloid, and lymphoid progenitors, B cell progenitors, and monocytes and neutrophils in femur and tibia of *Flk2-cre.Cxcr4^fl/+^* (black) and *Flk2-cre.Cxcr4^fl/fl^* (red) mice (n=3/group). (C) Chimerism of lineage positive cells and MPPs in bone marrow of lethally irradiated mice reconstituted with 50% CD45.2^+^ *Flk2-cre.Cxcr4^fl/+^* (black) or *Flk2-cre.Cxcr4^fl/fl^* (red) bone marrow cells mixed with 50% CD45.1^+^ wild-type bone marrow cells (n=10/group). Bars indicate average, circles depict individual mice. *, P < 0.05; **, P < 0.01, ***, P < 0.001, and ****, P < 0.0001 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

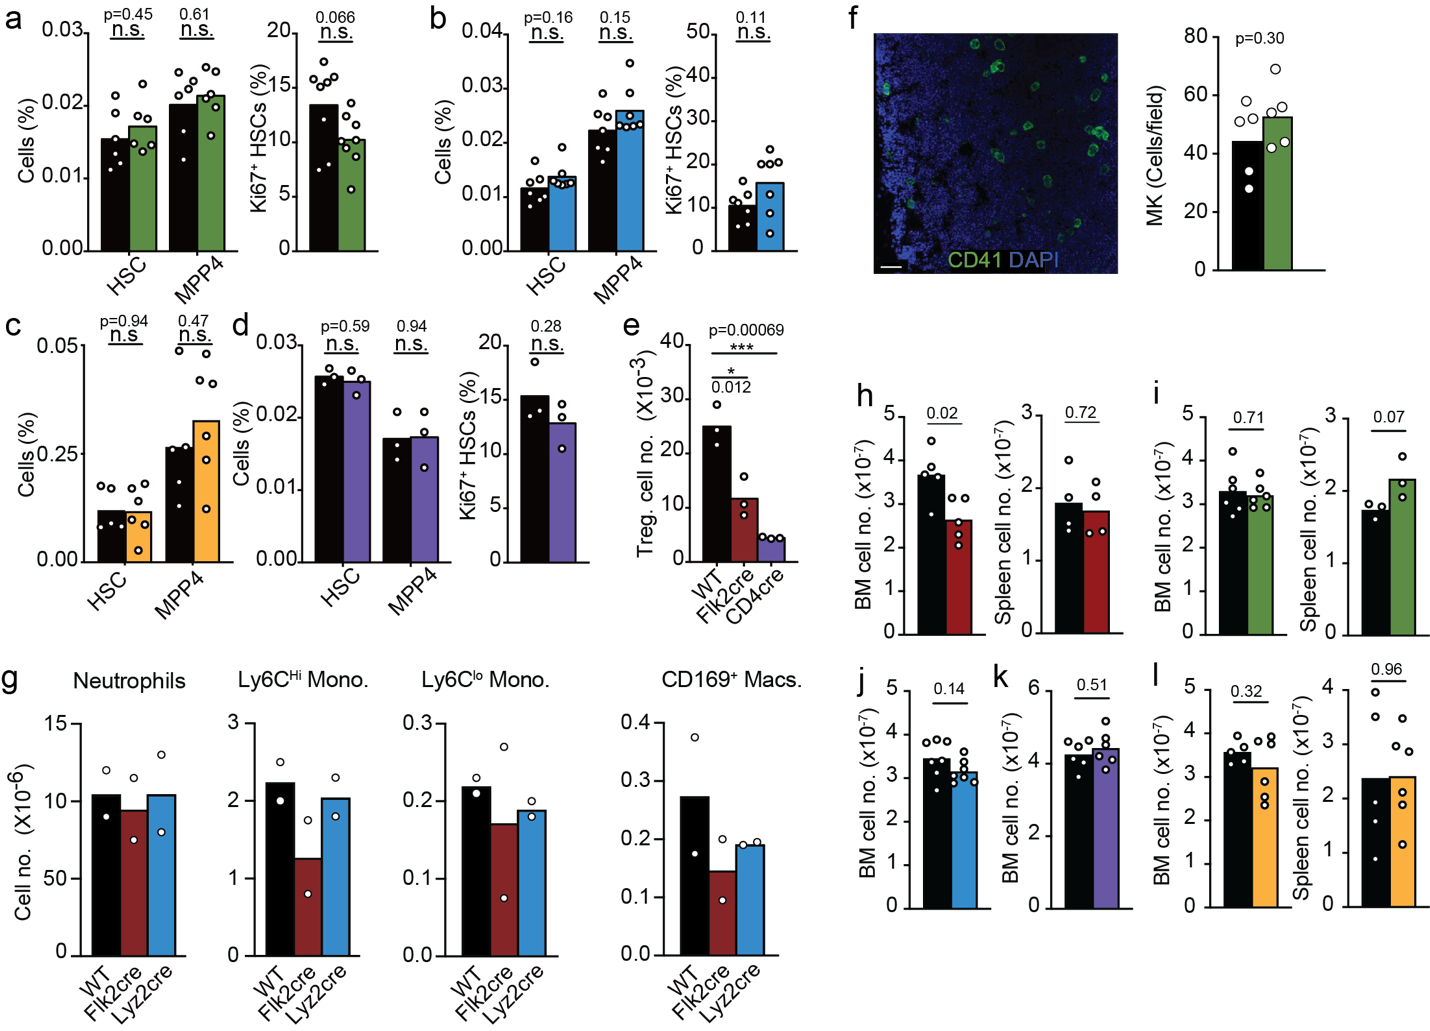

**Supplementary Figure 2. HSC frequency and quiescence in *Cxcr4* conditionally deficient mice.**

(A, B and D) HSC and MPP4 cell frequency; HSC cell cycle status. Control littermates (black), *Pf4-cre.Cxcr4^fl/fl^* (green, n=6/group), *Lyz2-cre.Cxcr4^fl/fl^* (blue, n=7/group) and *Cd4-cre.Cxcr4^fl/fl^* (purple, n=3/group) mice. Number of mice (circles) is indicated in each panel. (C) HSCs and MPP4 cell frequency in bone marrow of control (black, n=5/group) and *Il7ra-cre.Cxcr4^fl/fl^* (yellow, n=6/group) mice. (E) T regulatory (Tregs) cell number per femur and tibia: WT, wild-type; *Flk2*-cre*.Cxcr4^fl/fl^* (red), *Cd4*-cre*.Cxcr4^fl/fl^* (n=3/group). (F) Megakaryocyte numbers in *Pf4-cre.Cxcr4^fl/+^* (black) and *Pf4-cre.Cxcr4^fl/fl^* (green) mice (n=5/group). Megakaryocytes were enumerated by fluorescence microscopy analysis of 20 µm thick femur sections (left panel). Scale bar is 50µm. (G) Myeloid cell numbers in bone marrow of *Flk2*-cre*.Cxcr4^fl/fl^* (red), *Lyz2-cre.Cxcr4^fl/+^* (black) and *Lyz2-cre.Cxcr4^fl/fl^* (blue) mice (n=2/group). (H-L) Bone marrow and spleen cell numbers in Cxcr4 cKO mice. Number of mice (circles) is indicated in each panel. In panels H-L, control (black), *Flk2-cre.Cxcr4^fl/fl^* (red, bone marrow n=5/group, spleen n=4/group), *Pf4-cre.Cxcr4^fl/fl^* (green, bone marrow n=6/group, spleen n=3/group), *Lyz2-cre.Cxcr4^fl/fl^* (blue, n=7/group) and *Cd4-cre.Cxcr4^fl/fl^* (purple, n=6/group), and *Il7ra*^Cre/+^.*Cxcr4^fl/fl^* (yellow, CTR n=5, KO n=6 ) mice. Bars indicate average, circles depict individual mice. n.s., not significant, P > 0.05; *, P < 0.05 and *** P < 0.001 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

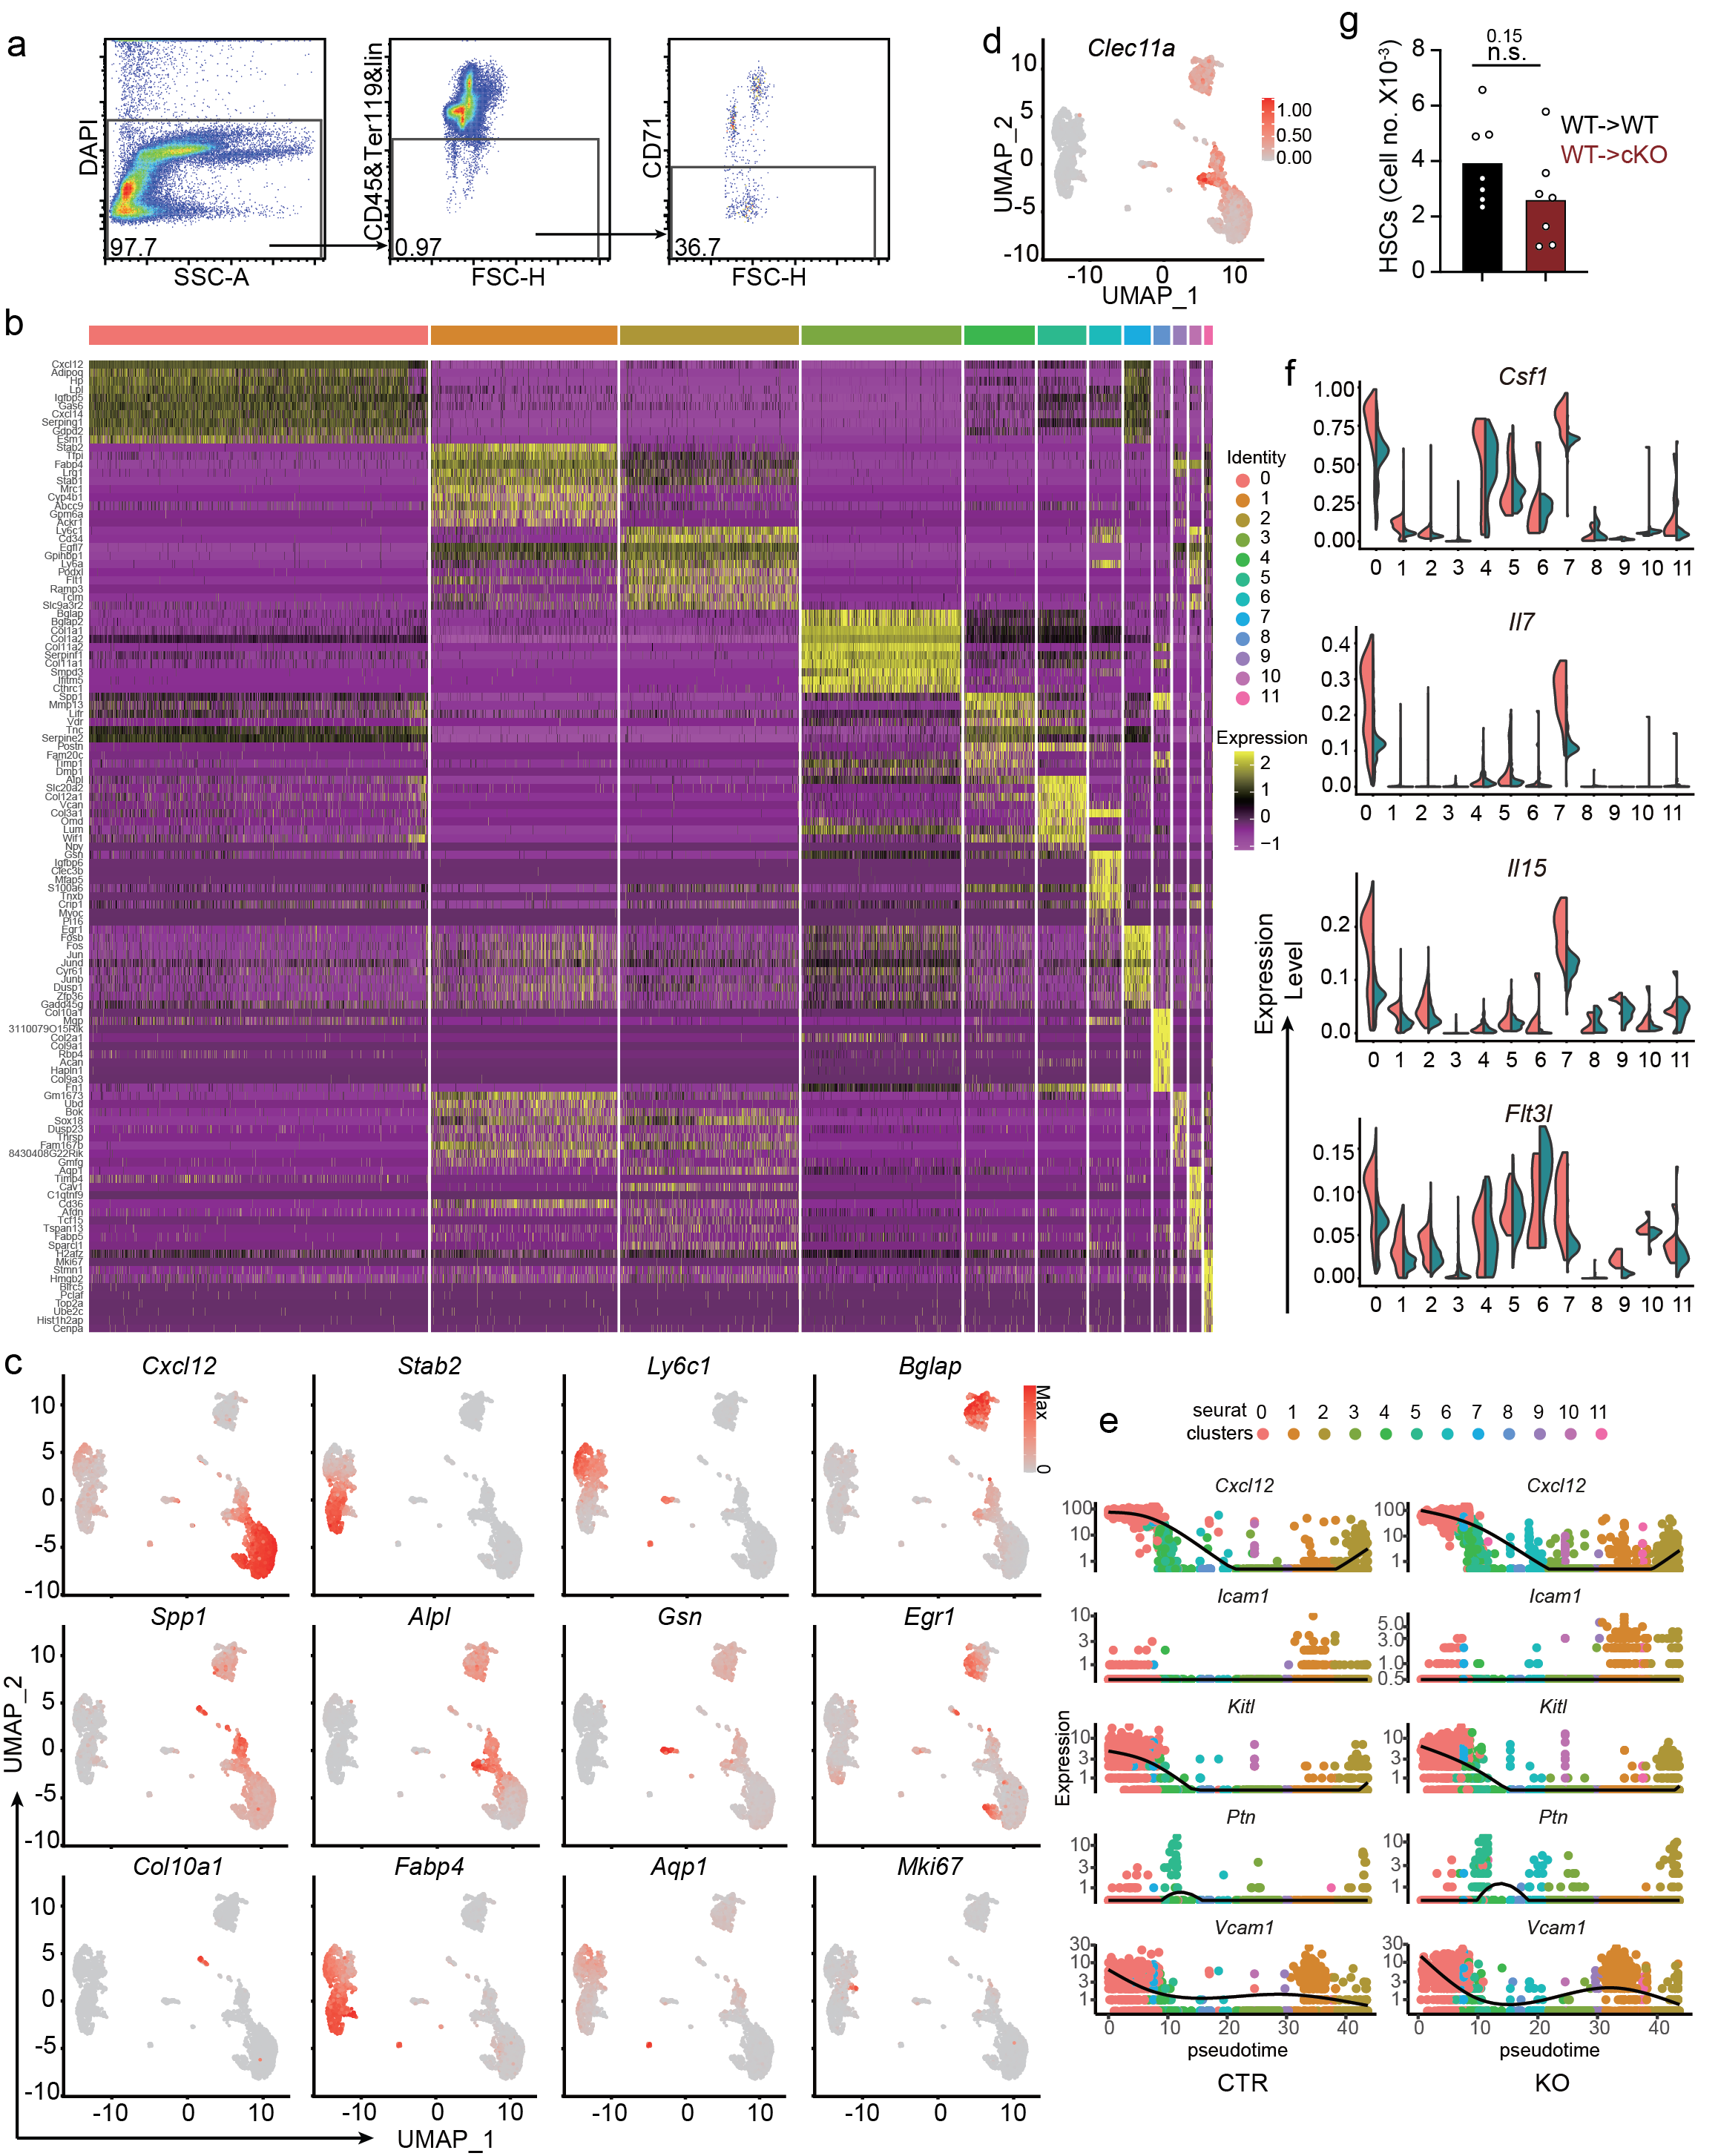

**Supplementary Figure 3. Niche cell heterogeneity and gene expression analyses.**

(A) Gating strategy used for sorting of bone marrow non-hematopoietic cells. (B) Cluster signature genes. Expression (row-wide Z-score of ln(TP10K+1)) of top differentially expressed genes (rows) across the cells (columns) in each cluster (color bar, top, indicates each cluster as in Fig. 4A). Genes are indicated on the left. (C) Expression levels of indicated cluster-defining genes overlaid on UMAP. (D) Osteolectin expression level overlaid on UMAP. (E) Expression level of the indicated genes in cell clusters of CTL and KO with respect to their pseudotime coordinates. Black lines depict LOESS regression fit of the normalized expression values of essential HSC regulators (*Kitl, Cxcl12, Ptn, Vcam1, Icam1*) in different clusters. (F) Violin plots representing expression levels of hematopoietic cell differentiation genes in CTL (red) and KO (blue) cell clusters. In panels E and F, CTL (*Flk2-cre.Cxcr4^fl/+^*) and KO (*Flk2-cre.Cxcr4^fl/fl^*). (G) HSC numbers in *Flk2-cre.Cxcr4^fl/+^* (CTR, black) and *Flk2-cre.Cxcr4^fl/fl^* mice (cKO, red) mice lethally irradiated and reconstituted with wild-type bone marrow cells (n=7/group). n.s., not significant, unpaired two-sided Student’s *t* test.

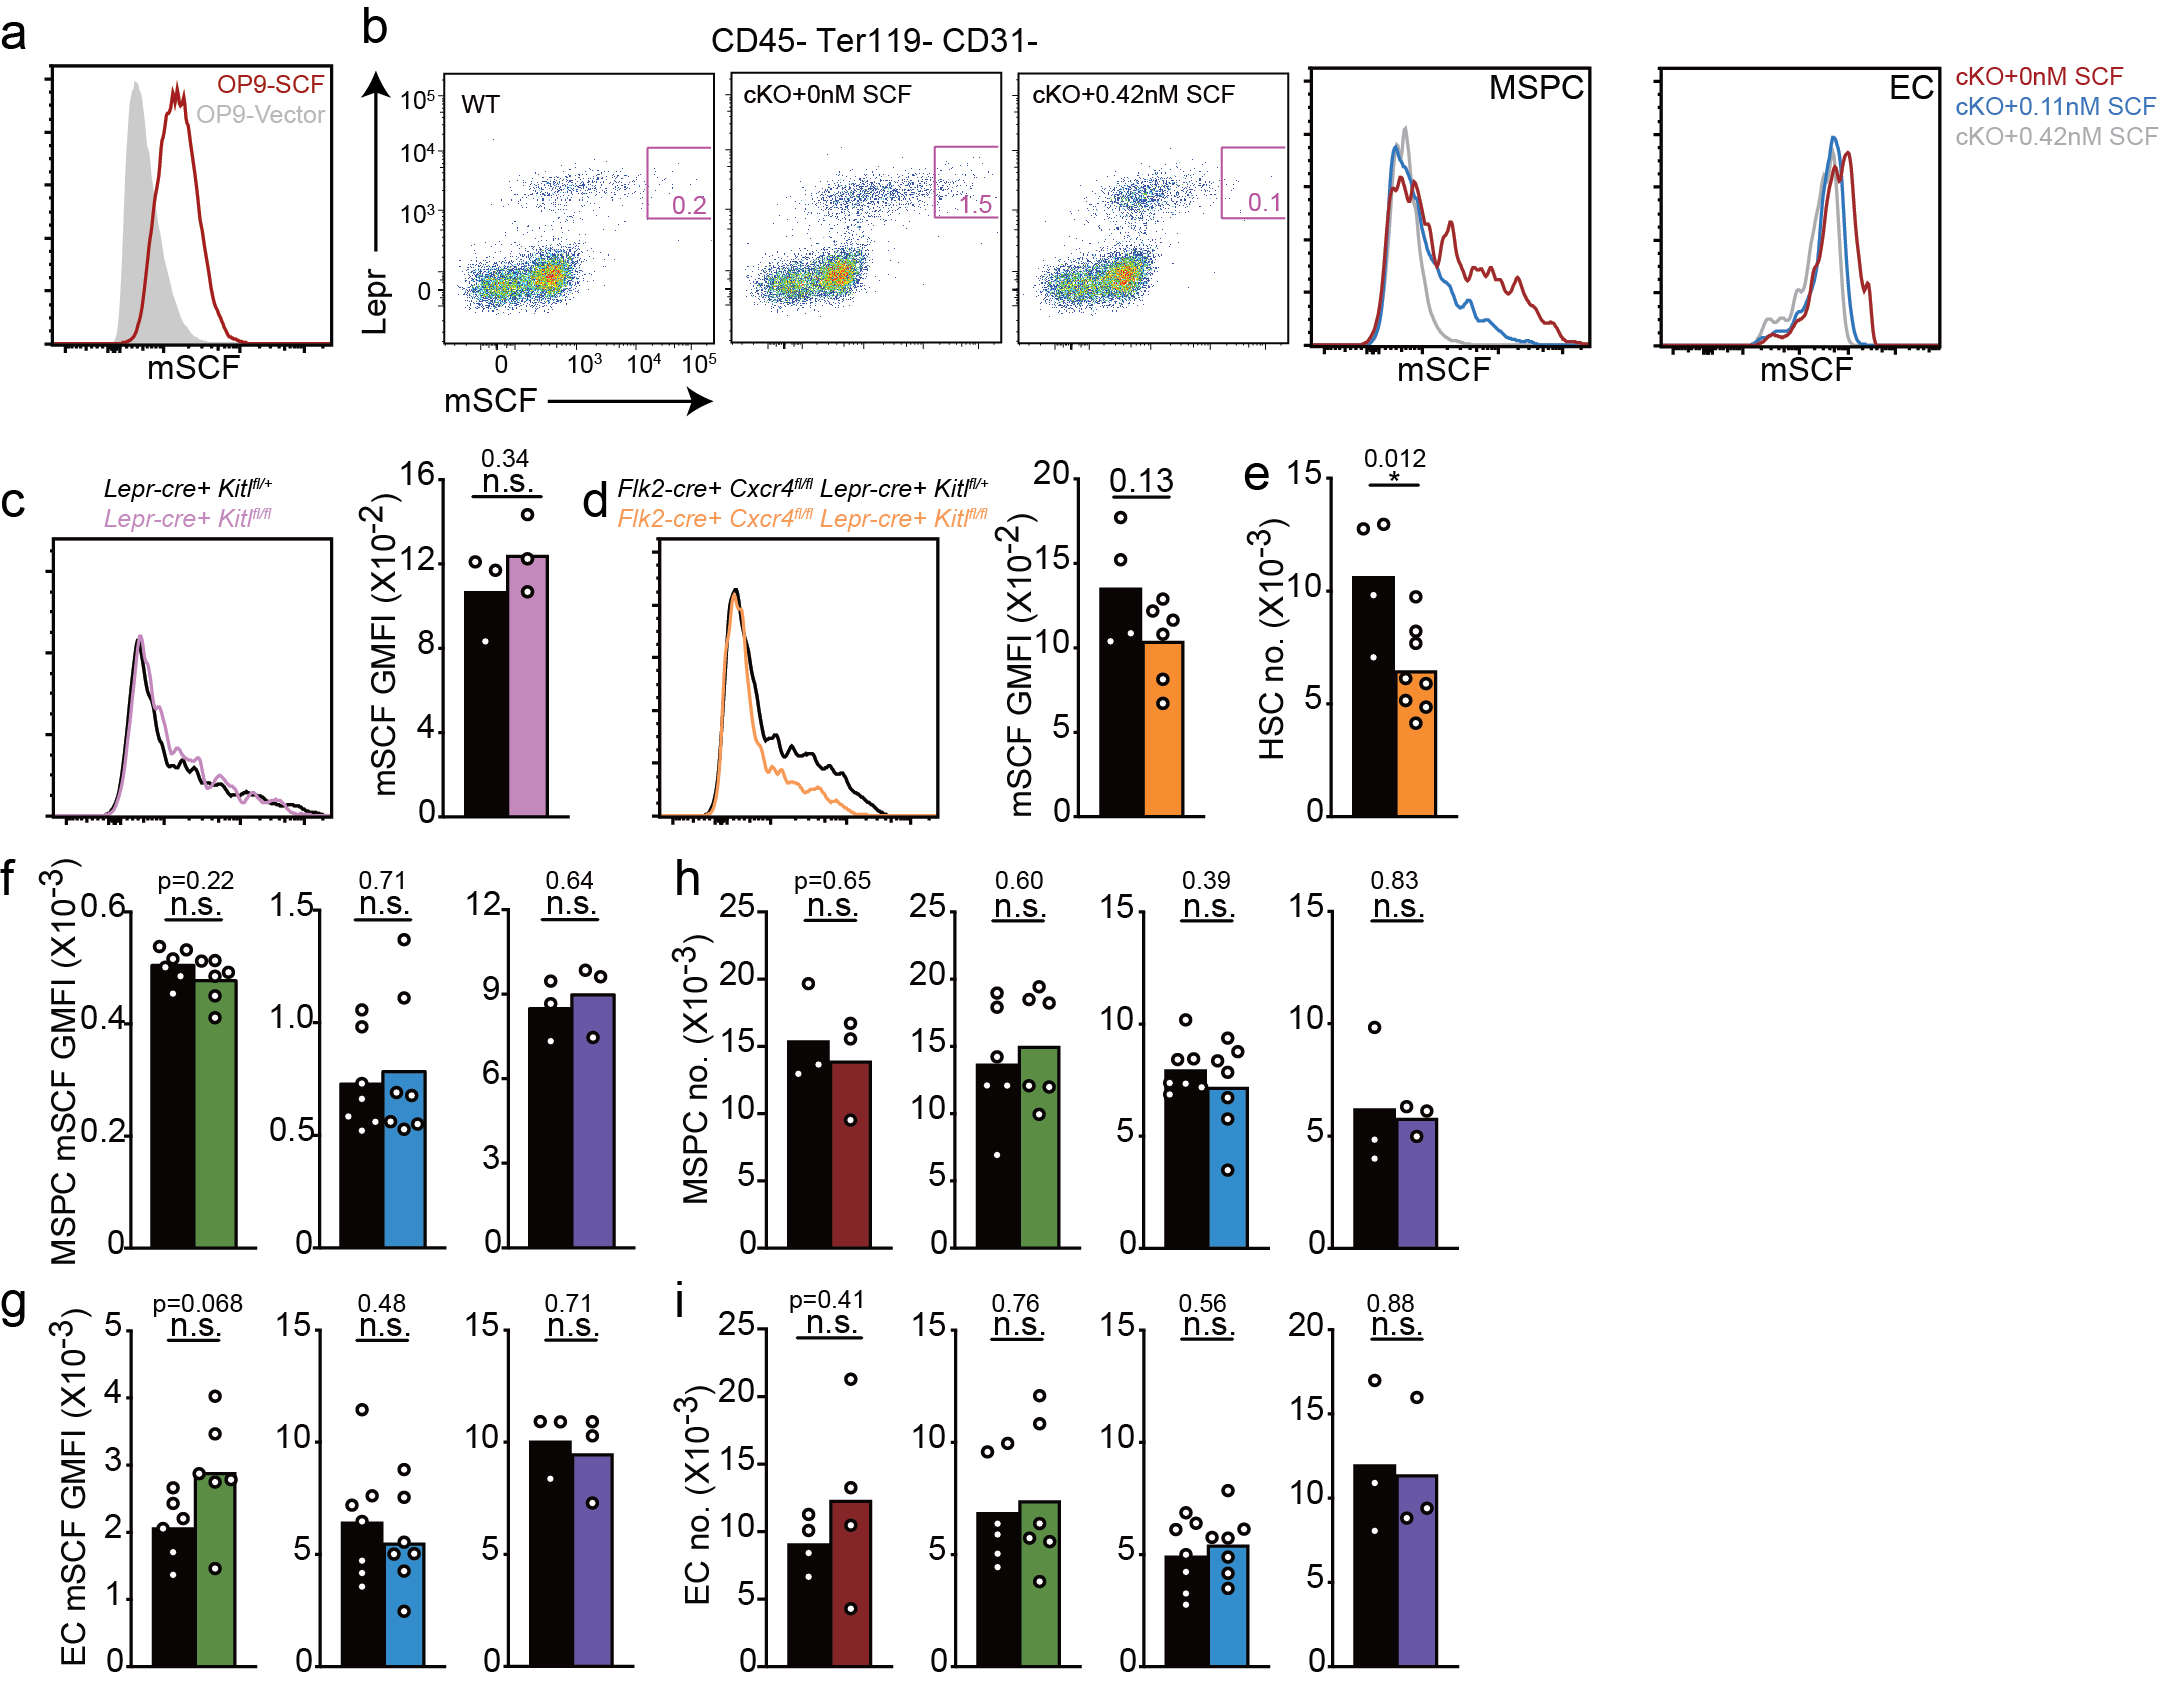

**Supplementary Figure 4. mSCF measurements and staining specificity.**

(A) Histogram overlay of mSCF staining in OP9 cells transduced with Empty-Vector pMSCV (gray) or with *Kitl*-expressing pMSCV (red) (B) histograms in gated LEPR^+^ MSPCs (left) and ECs (right) of secondary antibody (gray), or of anti-SCF pre-incubated for 30 minutes at room temperature with 0 nM (red), 0.105 nM (blue), or 0.421 nM (dark gray) mouse recombinant SCF. (C) mSCF histogram overlay of LEPR^+^ MSPCs isolated from *Lepr*-cre^+^ *Kitl^fl/+^* (black) and *Lepr*-cre^+^ *Kitl^fl/fl^* (pink) mice (n=3/group). (D) mSCF histogram overlay of LEPR^+^ MSPCs isolated from *Lepr*-cre^+^ *Kitl^fl/+^* *Flk2-cre^+^ Cxcr4^fl/fl^* (black, n=4) and *Lepr*-cre^+^ *Kitl^fl/fl^* *Flk2-cre^+^ Cxcr4^fl/fl^* (orange, n=6) mice. (E) HSC numbers in bone marrow of *Lepr*-cre^+^ *Kitl^fl/+^* *Flk2-cre^+^ Cxcr4^fl/fl^* (black, n=4) and *Lepr*-cre^+^ *Kitl^fl/fl^* *Flk2-cre^+^ Cxcr4^fl/fl^* (orange, n=8) mice. (F and G) mSCF expression on LEPR^+^ MSPCs (F) and ECs (G); (H and I) LEPR^+^ MSPC and ECs cell numbers per femur and tibia. (F-I) control (black), *Flk2-cre.Cxcr4^fl/fl^* (red, n=3/group), *Pf4-cre.Cxcr4^fl/fl^* (green, n=6/group), *Lyz2-cre.Cxcr4^fl/fl^* (blue, n=7/group) and *Cd4-cre.Cxcr4^fl/fl^* (purple, n=3/group) mice. Bars indicate average, circles depict individual mice. n.s., not significant. P > 0.05; *, P < 0.05 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

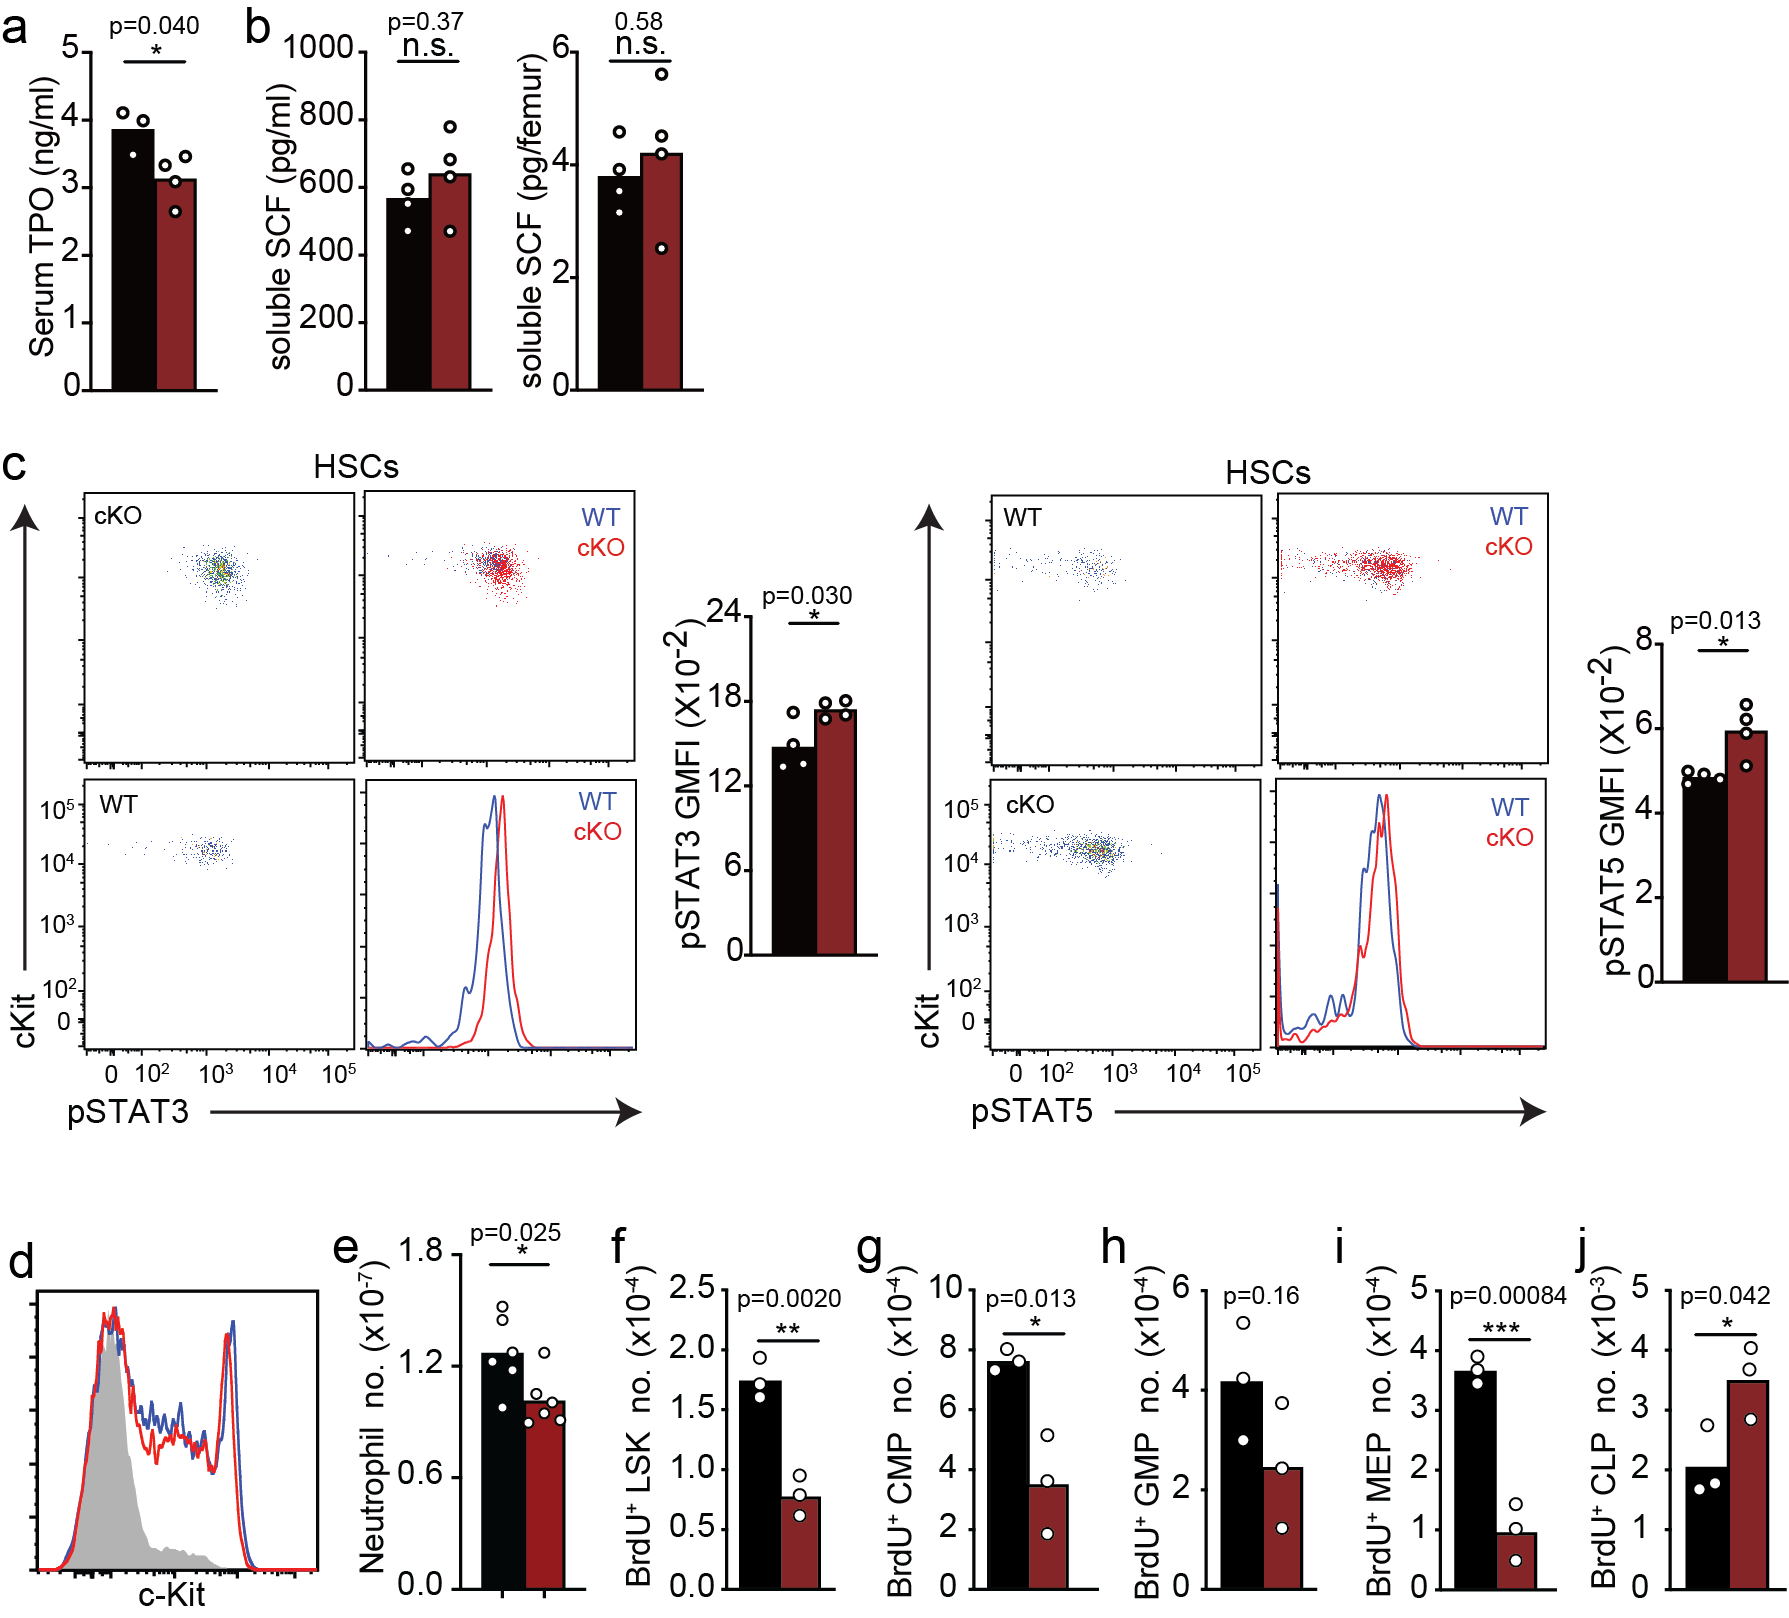

**Supplementary Figure 5. Cytokine measurements, cKit signaling, and cKit blocking saturation.**

(A) Serum Thrombopoietin (CTR n=3, cKO n=4). (B) Soluble SCF in bone marrow interstitial fluid (n=4/group). (A and B) *Flk2-cre.Cxcr4^fl/+^* (black) and *Flk2-cre.Cxcr4^fl/fl^* (red) mice. (C) pSTAT3 and pSTAT5 staining in HSCs incubated with 600 ng/ml mouse recombinant SCF (red) or medium (black). Numbers indicate GMFI (n=4/group). (D) cKit staining of bone marrow Lineage^-^ Sca-1^+^ cells in wild-type mice at day 3 after treatment with ACK2 (Rat-anti-mouse cKit) antibody or isotype control (200µg/mouse). Secondary antibody (anti-Rat IgG) staining of cells from isotype control treated mouse (gray); secondary antibody staining of cells from ACK2 antibody treated mouse (red), ACK2 and secondary antibody staining of cells from ACK2 antibody treated mouse (blue). (E) Neutrophil cell number in the bone marrow of control or ACK2-treated mice. Data in all panels are representative of at least two independent experiments (n=6/group). (F-J) BrdU+ LSK, CMP, GMP, MEP and CLP cell numbers in bone marrow of mice treated with ACK2 (200µg/mouse) for 24h (n=3/group). Bars indicate average, circles depict individual mice. *, P < 0.05 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

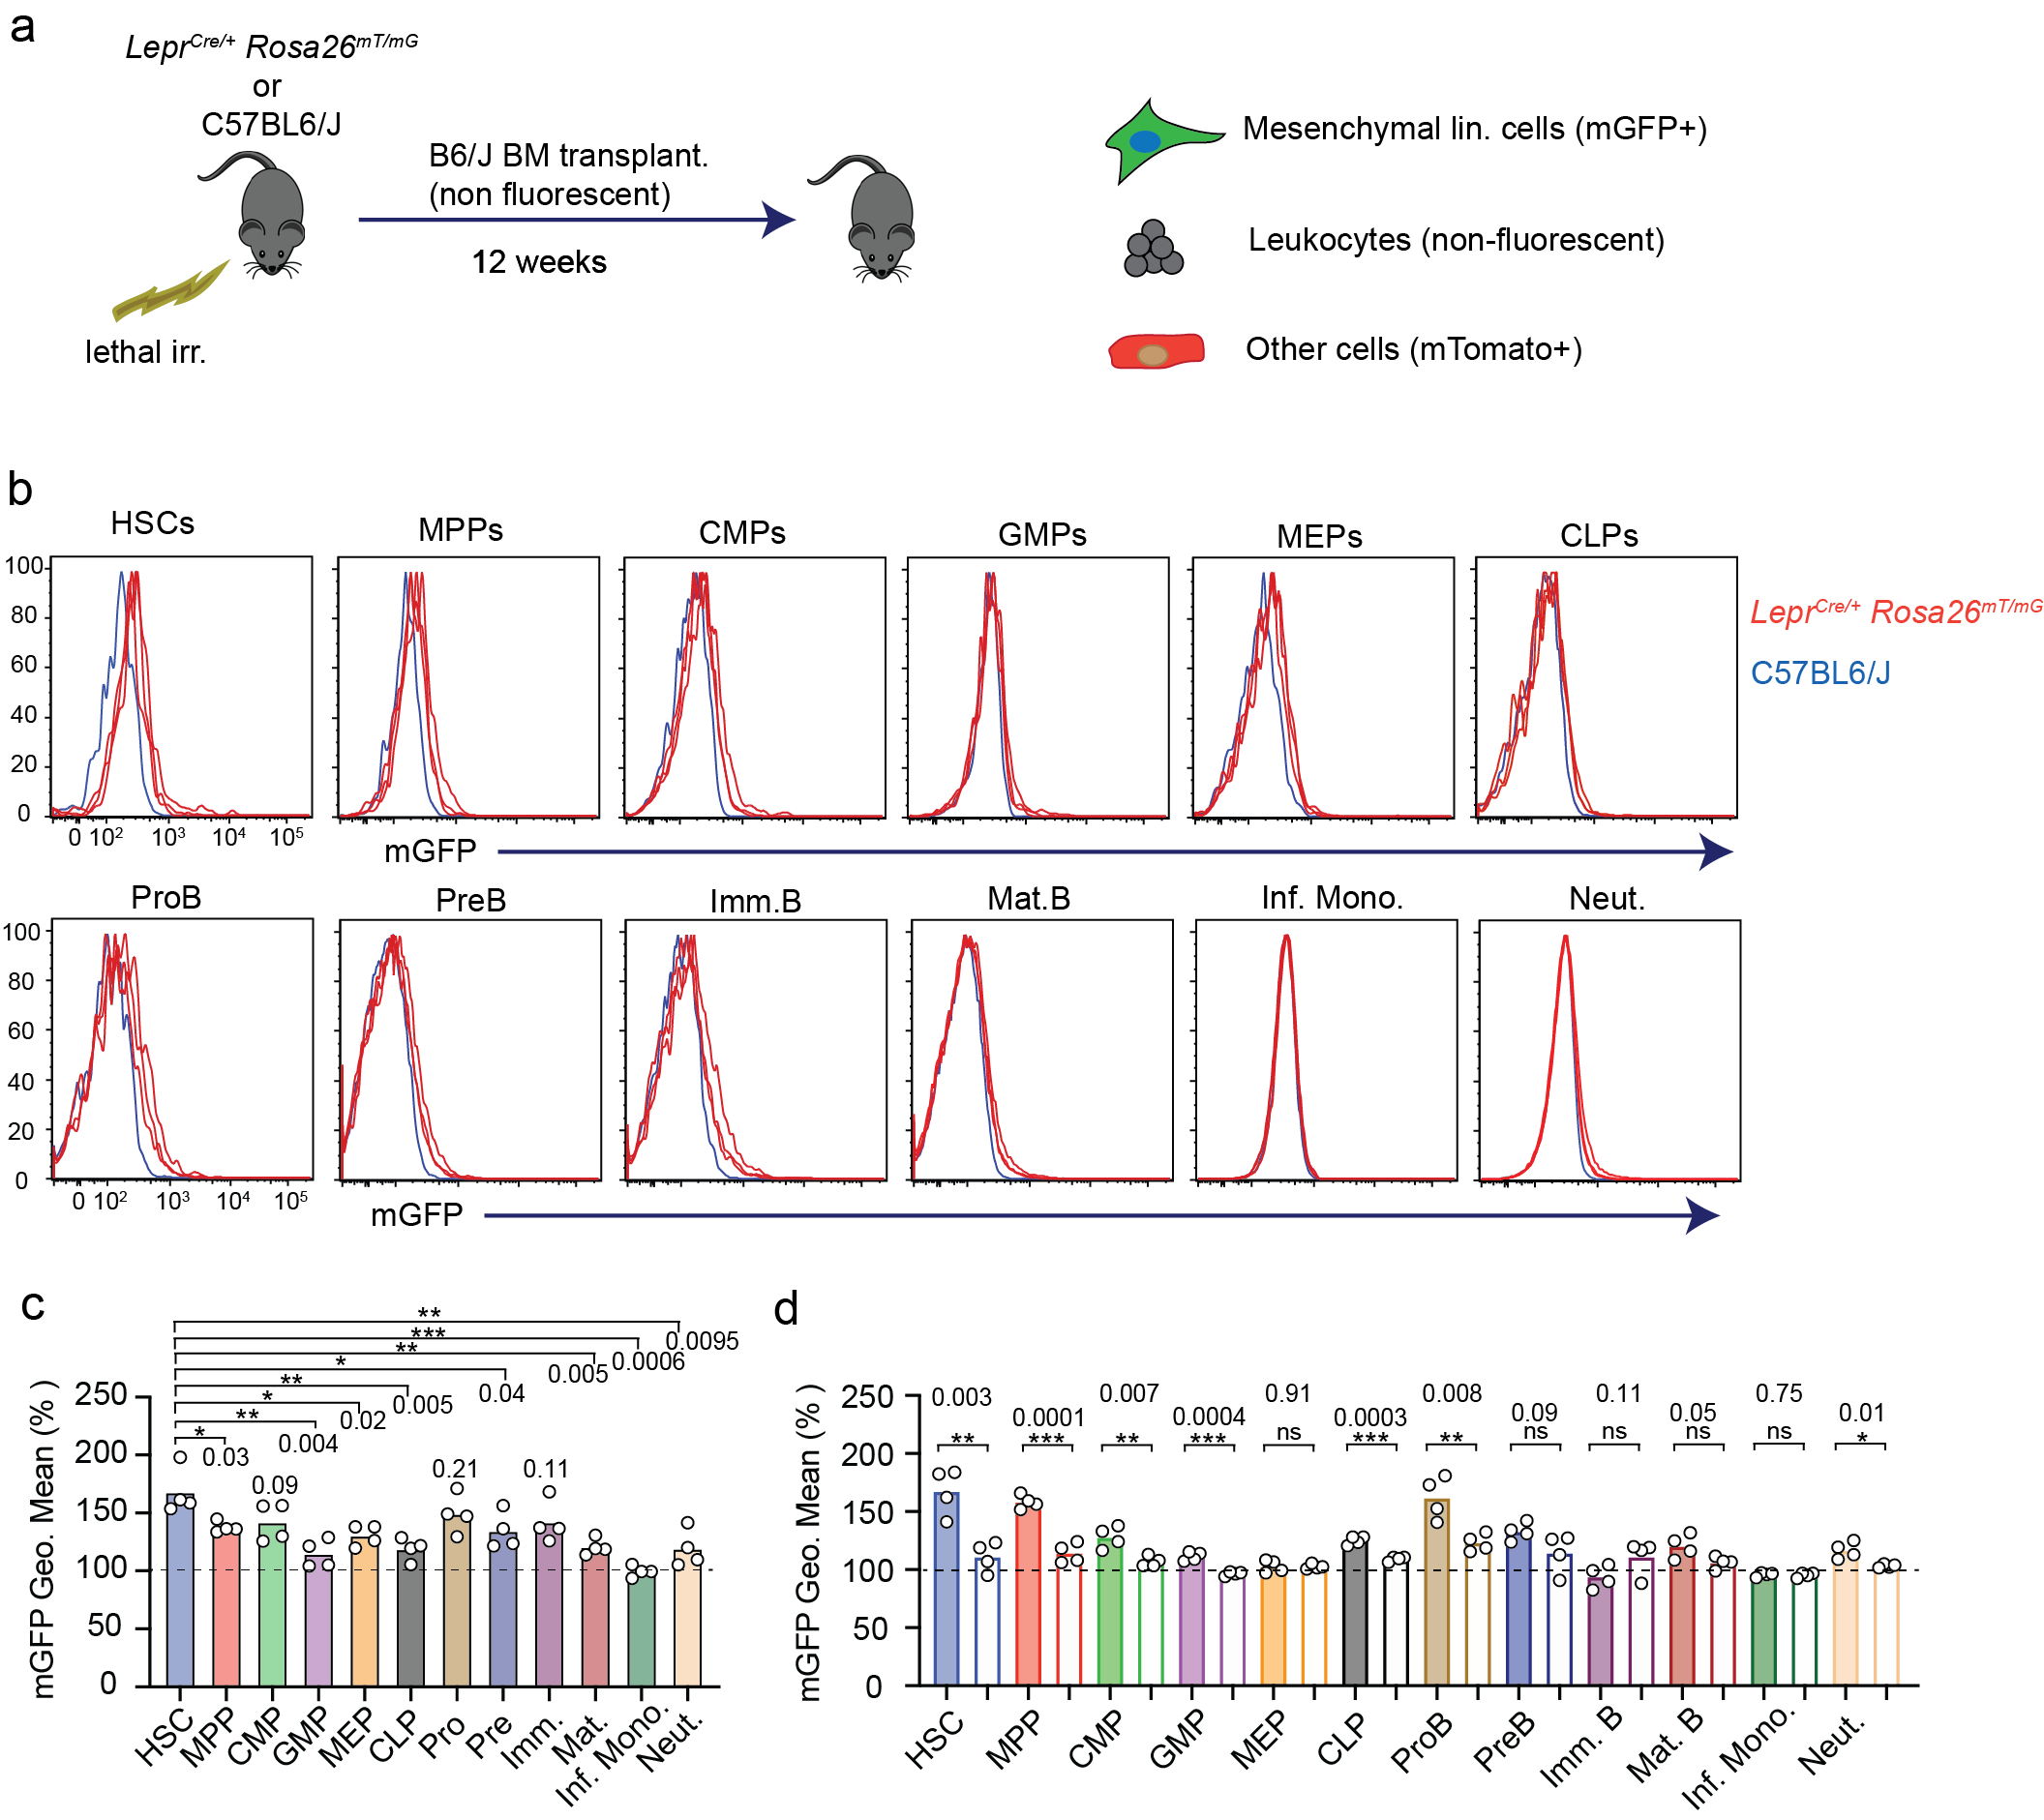

**Supplementary Figure 6. Hematopoietic cell acquisition of MSPC membrane processes (trogocytosis) in vivo.** (A) experiment design: *Lepr^Cre/+^ Rosa26 ^mT/mG^* mice were lethally irradiated and reconstituted with CD45.1+ BM cells (C57BL6/J). The level of mGFP fluorescence was determined on hematopoietic cell subsets 12 weeks after reconstitution and compared to background fluorescence detected in BM cells from C57BL6/J mice. (B) Histogram of mGFP fluorescence in the indicated hematopoietic cell subsets. (C) Comparison of mGFP fluorescence intensity in hematopoietic cell subsets displayed as percentage over background fluorescence measured in BM cell subsets from C57BL6/J mice (n=4). (D) In vivo versus ex vivo acquisition of mGFP fluorescence by hematopoietic cells. Filled bars indicate mGFP fluorescence acquired in vivo. Open bars show ex vivo acquisition of mGFP fluorescence by CD45.2+ C57BL6/J BM cells mixed ex vivo with BM cells from *Lepr^Cre/+^ Rosa26 ^mT/mG^* chimeric mice (n=4/group). In panels C and D, circles depict individual mice. Data in all panels are representative of 2 individual experiments. n.s., not significant, P > 0.05; *, P < 0.05, ** P < 0.01 and *** P < 0.001 by unpaired two-sided Student’s *t* test. Source data are provided as a Source Data file.

# Supplementary material for: Competition between hematopoietic stem and progenitor cells controls hematopoietic stem cell compartment size
**Source:** Nat Commun. 2022 Aug 8;13:4611. doi: 10.1038/s41467-022-32228-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Differentially expressed genes between bone marrow non-hematopoietic cell clusters from *Cxcr4*<sup>+/+</sup> and *Cxcr4*<sup>fl/fl</sup> Flk2-cre identified by scRNAseq. Related to Figure 4.

**Supplementary Data 2.** List of genes used to exclude cell contaminants. Related to Figure 4.

**Supplementary Data 3.** List of antibodies including concentrations and dilutions used in this study.

# Supplementary material for: Competition between hematopoietic stem and progenitor cells controls hematopoietic stem cell compartment size
**Source:** Nat Commun. 2022 Aug 8;13:4611. doi: 10.1038/s41467-022-32228-w
**Supplement:** Supplementary file 7 — Reporting Summary

Last updated by author(s): Jun 6, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data collection methods used in this study were thoroughly described in the Methods section. Briefly, BD FACSDiva v8.0 and v9.0, 10x Genomic Cell Ranger 4.0.0.

Data analysis

All data analysis methods used in this study were thoroughly described in the Methods section. Briefly, FlowJo Software (10.5.3; Tree Star), HISAT2, SAMtools, Seurat R Package 4.0, SCTransform, HTSeq-count, DESeq2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All bulk RNA-seq and scRNA-seq data were deposited in the Gene Expression Omnibus (GEO) under the accession number GSE171015. The following databases were also used: Mus musculus GRCm38 (mm10)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on previous studies (Pereira et al. Nat. Immunol 2009; Pereira et al. Nature, 2009; Beck et al. JEM 2014; Nevius et al. JEM 2015; Gomes et al. Immunity 2016; Fistonich et al. JEM 2018). Briefly, we used the minimum number of mice that allowed revealing statistical significance (Student's t test) between groups therefore ensuring that a balance between statistical robustness and animal welfare was achieved. |
| Data exclusions | No data were excluded from analyses.                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | All experiments described in this study were independently reproduced at least twice, with the exception of RNA sequencing studies that were performed once due to costs. For the most part, in vivo studies were designed such that each hypothesis was tested by independent approaches (e.g. comparing conditional gene targeting results with in vivo antibody blocking experiments).                                                         |
| Randomization   | No specific method was used. All in vivo studies used littermates as controls; when cre transgenic mice result in heterozygous mutation of an immunologically important gene (e.g. Il7Ra) cre+ mice were used in all experimental groups.                                                                                                                                                                                                         |
| Blinding        | Experiments were not blinded because the measurements were quantitative (e.g. total cell numbers, abundance of a certain protein, etc).                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Target Clone Cat. No.<br>SCF 40215 AF-455-NA<br>SCF 40215 BAF455<br>Brdu 51-23614L<br>Ki67 SolA15 50-5698-82<br>pSTAT3 13A3-1 651009<br>pSTAT3 47/Stat5 (pY694) 562984<br>cKIT 2B8 105835<br>SCA1 D7 108114<br>FLT3 A2F10 135310<br>CD150 TC15-12F12.2 115904<br>CD19 6D5 115521<br>B220 RA3-6B2 103206<br>CD3e 145-2C11 100306<br>CD4 RM4-5 100510<br>Gr1 RB6-8C5 108406<br>NK1.1 PK136 108706<br>Ter119 TER-119 116206 |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

CD11b M1/70 101206  
 CD11c N418 117306  
 CD41 MWReg30 133904  
 CD48 HM48-1 103404  
 CD25 PC61 102017  
 CD45.1 A20 110716  
 CD45.2 104 109824  
 Ter119 TER-119 116223  
 CD31 390 102410  
 CD144 BV13 138006  
 PDGFRa APA5 135906  
 PDGFRb APB5 136007  
 LEPR BAF497  
 CD19 6D5 115504  
 B220 RA3-6B2 103204  
 CD3e 145-2C11 100304  
 CD4 RM4-5 100508  
 Gr1 RB6-8C5 108404  
 NK1.1 PK136 108704  
 Ter119 TER-119 13-5921-82  
 CD11b M1/70 101204  
 CD11c N418 117304

## Validation

[https://www.rndsystems.com/products/mouse-scf-c-kit-ligand-antibody\\_af-455-na](https://www.rndsystems.com/products/mouse-scf-c-kit-ligand-antibody_af-455-na)  
[https://www.rndsystems.com/products/mouse-scf-c-kit-ligand-biotinylated-antibody\\_baf455](https://www.rndsystems.com/products/mouse-scf-c-kit-ligand-biotinylated-antibody_baf455)  
<https://www.bdbiosciences.com/en-eu/products/reagents/flow-cytometry-reagents/research-reagents/panels-multicolor-cocktails-ruo/fitc-brdu-flow-kit.559619>  
<https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SolA15-Monoclonal/50-5698-82>  
<https://www.biolegend.com/de-at/products/brilliant-violet-421-anti-stat3-phospho-tyr705-antibody-13030>  
[https://www.bdbiosciences.com/en-fi/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/BV421-Mouse-Anti-Stat5-\(pY694\).562984](https://www.bdbiosciences.com/en-fi/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/BV421-Mouse-Anti-Stat5-(pY694).562984)  
<https://www.biolegend.com/nl-be/products/brilliant-violet-711-anti-mouse-cd117-c-kit-antibody-12049>  
<https://www.biolegend.com/it-it/products/pe-cyanine7-anti-mouse-ly-6a-e-sca-1-antibody-3137>  
<https://www.biolegend.com/it-it/products/apc-anti-mouse-cd135-antibody-6284>  
<https://www.biolegend.com/fr-fr/products/pe-anti-mouse-cd150-slam-antibody-1369>  
<https://www.biolegend.com/fr-ch/products/alexa-fluor-488-anti-mouse-cd19-antibody-2704>  
<https://www.biolegend.com/fr-lu/products/fitc-anti-mouse-human-cd45r-b220-antibody-445>  
<https://www.biolegend.com/it-it/products/fitc-anti-mouse-cd3epsilon-antibody-23>  
<https://www.biolegend.com/fr-lu/products/fitc-anti-mouse-cd4-antibody-480>  
<https://www.biolegend.com/fr-ch/products/fitc-anti-mouse-ly-6g-ly-6c-gr-1-antibody-458>  
<https://www.biolegend.com/ja-jp/products/fitc-anti-mouse-nk-1-1-antibody-429>  
<https://www.biolegend.com/it-it/products/fitc-anti-mouse-ter-119-erythroid-cells-antibody-1865>  
<https://www.biolegend.com/de-at/products/fitc-anti-mouse-human-cd11b-antibody-347>  
<https://www.biolegend.com/en-us/search-results/fitc-anti-mouse-cd11c-antibody-1815?GroupID=BLG11937>  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd41-antibody-5896>  
<https://www.biolegend.com/nl-be/products/fitc-anti-mouse-cd48-antibody-291>  
<https://www.biolegend.com/nl-be/products/alexa-fluor-488-anti-mouse-cd25-antibody-2706>  
<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-cd45-1-antibody-2320>  
<https://www.biolegend.com/fr-lu/products/apc-cyanine7-anti-mouse-cd45-2-antibody-3906>  
<https://www.biolegend.com/fr-fr/products/apc-cyanine7-anti-mouse-ter-119-erythroid-cells-antibody-3905>  
<https://www.biolegend.com/it-it/products/apc-anti-mouse-cd31-antibody-118>  
<https://www.biolegend.com/nl-be/products/alexa-fluor-647-anti-mouse-cd144-ve-cadherin-antibody-6569>  
<https://www.biolegend.com/nl-be/products/pe-anti-mouse-cd140a-antibody-6253>  
<https://www.biolegend.com/it-it/products/apc-anti-mouse-cd140b-antibody-6441>  
[https://www.rndsystems.com/products/mouse-leptin-r-biotinylated-antibody\\_baf497](https://www.rndsystems.com/products/mouse-leptin-r-biotinylated-antibody_baf497)  
<https://www.biolegend.com/fr-ch/products/biotin-anti-mouse-cd19-antibody-1527>  
<https://www.biolegend.com/de-de/products/biotin-anti-mouse-human-cd45r-b220-antibody-444>  
<https://www.biolegend.com/it-it/products/biotin-anti-mouse-cd3epsilon-antibody-22>  
<https://www.biolegend.com/it-it/products/biotin-anti-mouse-cd4-antibody-479>  
<https://www.biolegend.com/ja-jp/products/biotin-anti-mouse-ly-6g-ly-6c-gr-1-antibody-457>  
<https://www.biolegend.com/de-de/products/biotin-anti-mouse-nk-1-1-antibody-428>  
<https://www.biolegend.com/it-it/products/fitc-anti-mouse-ter-119-erythroid-cells-antibody-1865>  
<https://www.biolegend.com/fr-fr/products/biotin-anti-mouse-human-cd11b-antibody-346>  
<https://www.biolegend.com/en-us/search-results/biotin-anti-mouse-cd11c-antibody-1814?GroupID=BLG11937>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

C57BL/6NCR of both sexes (strain code 556) (CD45.2+) and B6-Ly5.1/Cr (strain code 564) of both sexes (CD45.1+) were purchased from Charles River Laboratories. Male a female Rosa26mTmG, Pf4-cre, Kitlfl/fl, Lepr-cre, and Kitl GFP/+ mice were from The Jackson Laboratories. Cxcr4fl/fl, Lyz2-cre, Il7ra-cre, CD4-cre, and Rosa26tdtomato/+ mice of both sexes were from internal colonies. Flk2-cre male mice were a gift from Dr. E. Camilla Forsberg (University of California, Santa Cruz). Although Flk2-cre transgene is inserted into Y-chromosome, our previous work showed the hematopoietic cell composition in bone marrow and secondary lymphoid organs of Flk2-cre transgenic mice is indistinguishable from their littermate controls. All mice analyzed were 8-20 week old. Mice were housed in a specific pathogen-free (SPF) animal research facility, under 12h light/dark cycles, at 22C.

### Wild animals

This study did not use wild animals.

### Field-collected samples

No field collected samples were used in the study.

### Ethics oversight

All animals were used according to the protocol approved by the Yale University Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Bone marrow stromal cells were isolated as follows The bones after flushing were chopped into small pieces and digested with HBSS supplemented with 2% of FBS, 1% Penicillin/Streptomycin, 1% L-glutamine, 1% HEPES, and 200 U/mL Collagenase IV (Worthington Biochemical Corporation) at 37°C for 45 min under agitation (120rpm). Cells were then filtered through 100 µm cell strainers before combined with digested bone marrow stromal cells.

#### Instrument

BD LSRII

#### Software

HISAT2, SAMtools, HTSeq-count, DESeq2, 10x Genomic Cell Ranger 4.0.0, Seurat R Package 4.0, SCTransform, Seurat, MiloR, FACSDiva v.8.02, FlowJo v10

#### Cell population abundance

MSPCs sorted for bulk RNA sequencing were double sorted with final purity checked by FACS at >98%.

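In the double-sorted cells, Ptprc, which encodes CD45, had 0 to 32 counts per library of at least 31047344 total counts. The 80 hematopoietic marker genes examined summed to 387 ± 161 CPM in CTR and 427 ± 78.3 CPM in cKO (SD, n = 4 each), a difference smaller than the spread between mice (two-sided exact permutation test, p = 0.657). The library of CTR replicate 3 held 2945 counts of the immunoglobulin gene Igha, where the other libraries held 0 to 38.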

#### Gating strategy

Cell gatings are displayed in main and supplementary datasets.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

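RNA from MSPCs of 4 CTR and 4 cKO mice was sequenced in 8 libraries. According to the methods, the authors trimmed the reads, aligned them to GRCm38 with HISAT2, counted them with HTSeq-count and normalized the counts with DESeq2, and they deposited the raw counts per gene. No normalization is included in the deposited counts. The deposited table holds 52636 genes, of which 52403 were matched to a symbol by Ensembl identifier without its version, and the 233 others were kept under their identifiers. Coordinates are those of GENCODE M21 on GRCm38, whose release differs from the one the methods name. Low values in the deposited counts favor odd numbers, so that the counts are treated as whole numbers without an assumption on the counting tool.

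From the counts, library sizes were scaled by TMM, and genes with a count above 0 in every library were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, over all 8 libraries without covariates. Standard errors given for edgeR were derived as the absolute log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 4 lists (interferon-stimulated, hematopoietic, immediate early and single-cell cluster 0 genes). Of these, the interferon-stimulated, hematopoietic and immediate early lists were chosen in part because of genes shown in Fig. 5c. Exact permutation tests enumerated all assignments of 8 libraries to 2 groups of 4. With the replicate block, genotypes were exchanged only within replicate numbers. Total counts per library lay between 31047344 and 38216877. Genes named in the text follow a rule set before the data were examined: the 5 largest rises and falls among genes past the threshold, of which there were 0, the genes the paper names, Cxcr4, and genes of the lists fixed beforehand. Kit, Mcm6, Fosb, Il6st and Igha come from those lists, and G430095P16Rik, Il6, Nfix, Cldn1 and Srgn were chosen after their values were seen.

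Alternatives set before the data were examined were other scalings, other filters on low counts, DESeq2 1.42.0 with the Wald and likelihood ratio tests (independent filtering at 0.05), limma-voom, the replicate number as a block, the title number group as a batch term, a surrogate variable from sva 3.50.0, and each library left out in turn. With the main setting there were 24 fits across genes, 1 of which was added after the data were seen, as were fry and the estimated correlation on the lists without the genes of Fig. 5c. To test the effect of depth, counts were thinned binomially to the smallest total in 20 draws. On simulated data with 200 changed genes among 14598, edgeR recovered 84.0% of genes changed by a log2 value of 2 with 6 false calls, and 38.0% of those changed by 1 with 4 false calls. DESeq2's likelihood ratio test recovered 58.5% of the latter, with 31 false calls. The single-cell data were not analysed here.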

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

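The tests of hematopoietic cells in the sort, of the title number group without cKO replicate 1, of digestion and handling, of the splits without the genes of Fig. 5c, of the splits without a filter, of the strongest gene of each split, and of the overlapping gene Nfix were chosen only after the results were seen.

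The interferon-stimulated genes that are not in Fig. 5c, which the paper does not discuss, were higher in cKO MSPCs, with a median log2 fold change of 0.32 over 40 genes, 35 of them higher. Their mean was higher in 4 of 4 cKO libraries than in every CTR library (exact permutation test, p = 0.0286). The list was chosen because Fig. 5c, drawn from these libraries, shows several interferon-stimulated genes. Genes that vary together with those would rise as well, so p-values for the 40 genes are not independent evidence. All 53 genes of the list tested include 13 that the study picked for Fig. 5c from these libraries, and had a median of 0.38, with 47 higher (camera, adjusted p = 6.72e-14 over the 4 lists). For all 53 genes, the adjusted p was 0.0340 with fry and 0.0439 with an estimated correlation. For the 40 genes not in Fig. 5c, in alternatives chosen after seeing the data, it was 0.0392 and 0.0497, close to the threshold. Only the real split, 1 of the 35 splits of the 8 libraries, gave a median as large, with or without the genes of Fig. 5c. A GC content or gene length trend is argued against by its weakness. Over 14575 genes, the Spearman correlation with the log2 fold change was 0.0090 for GC content and -0.026 for log2 length. There was thus little trend to remove, and the median of 0.38 after its removal adds little. The rise was present in both title number groups, with medians of 0.33 for 26 to 32 and 0.35 for 67 to 86 (0.25 and 0.34 without the genes of Fig. 5c). Hematopoietic cells in the sort are argued against by their marker genes, which rose by 40.8 CPM in sum while the interferon genes rose by 1358 CPM. The library of cKO replicate 1 carried part of the rise. Without it the median was 0.26 and the adjusted p was 0.0722 with fry, no longer past the threshold, and 5.96e-10 with camera, where 46 of the 53 genes were still higher. Without the genes of Fig. 5c as well, the median was 0.22 and the adjusted p was 0.102 with fry and 4.29e-06 with camera. This library is not the whole of the rise, since the title number group that does not hold it, 26 to 32, showed the rise as well. A response of MSPCs to interferon in cKO mice stays a hypothesis, which the result with fry without cKO replicate 1 leaves open, and an infection or inflammation of individual mice was not tested.

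Immediate early genes that are not in Fig. 5c were lower in cKO MSPCs, with a median log2 fold change of -0.28 over 20 genes. Their mean was lower in 4 of 4 cKO libraries than in every CTR library (exact permutation test, p = 0.0286). This separation rests on a very small gap, between 0.0034 in cKO replicate 4 and 0.0038 in CTR replicate 1. The list was chosen in part because Fig. 5c shows Fosb and Trib1 as lower, so its p-values are not independent of that figure. The adjusted p for these 20 genes was 0.00643 with fry and 0.0169 with an estimated correlation, in alternatives chosen after seeing the data. Over the 22 genes of the list tested, which include Fosb and Trib1 of Fig. 5c, 18 were lower (median -0.32; camera, adjusted p = 1.82e-06; fry, adjusted p = 0.00371; estimated correlation, adjusted p = 0.00664), and 1 of the 35 splits, the real one, gave a median as large, with or without the genes of Fig. 5c. The fall was present in both title number groups, with medians of -0.35 for 26 to 32 and -0.22 for 67 to 86. The median stayed at -0.32 after removal of the GC content and gene length trend, which was weak across all genes. These genes respond to enzymatic digestion and cell sorting. A difference in the time or handling of the samples between genotypes cannot be told apart from a biological difference, because the files do not record handling.

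G430095P16Rik (ENSMUSG00000074203.4, chromosome 8 of GRCm38 from 84723007 to 84726844) had 0 to 2 counts in the CTR libraries and 223 to 306 in the cKO libraries, at least 74.0-fold higher against a floor of 3 counts. The requirement of a count in every library removes it. Without that filter it was the only gene past the threshold (adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was chosen after its values were seen. A gene at 3 or fewer counts in one group and at least 50 in every library of the other was found in 6 of the 35 splits, the real one included. When each split was scored by its strongest gene at 3 or fewer counts in one group, 3 of the 35 splits, the real one included, had a smallest count of at least 223 in the other group, and the largest was 8340. Without the filter, edgeR called at least 1 gene in 11 of the 35 splits. G430095P16Rik lies inside Nfix on the opposite strand. Reads assigned from Nfix in proportion to its counts are argued against, since Nfix had 4002 to 5508 counts in CTR and 3425 to 5113 in cKO, and the G430095P16Rik count was at most 0.050% of the Nfix count in CTR and at least 5.76% in cKO. The methods do not state whether counting used the strand, so that the strand of these reads stays open.

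The mean of the single-cell cluster 0 genes in the library of cKO replicate 2 lay apart from the other 3 cKO libraries, with a gap of 0.864 of the group's range. Of 34 groups examined 1 was set apart in this way, where chance gives 1.7. No biological explanation was tested.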

How the results depend on the processing

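The test of which batch term fits Fig. 5c, and the count of splits with 0 genes, were chosen after the results were seen, as were the alternatives with fry and an estimated correlation without the genes of Fig. 5c. In edgeR, no setting of scaling, the stricter filter, the title number batch, the surrogate variable, or an adjusted p-value under 0.10 moved the count of 0 genes, nor did limma-voom, and it was 0 to 0 across the 8 fits that each left out one library. In these fits and with the replicate block in edgeR, between 554 and 812 genes had an unadjusted p-value under 0.05. Of the 35 splits of the libraries, 22 called 0 genes and 13 called 1 to 3. All 35 thus give at least the 0 genes of the real split, which decides nothing, and 17 of the 35 reach the 646 genes at an unadjusted p-value under 0.05. These splits are not limited to those even in the title number groups, as genotype is. The split by title number reaches 1703, and with the title number as a batch term genotype gave 790. With filterByExpr or no filter, 1 gene was called, G430095P16Rik, because these filters keep genes that are silent in CTR. The Fig. 5c and Fig. 5d lists also had 0 calls in each of the 8 fits with a library left out, where 24 to 40 and 1 to 3 of their genes had an unadjusted p-value under 0.05.

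DESeq2 called more genes. The Wald test called 23 genes, 11 of them in Fig. 5c. The likelihood ratio test called 22 genes, 10 of them in Fig. 5c, and 10 of the 35 splits gave as many. The split by title number gave 309. With the title number as a batch term the likelihood ratio test called 47 genes, 18 of them in Fig. 5c. In simulated data with known changes of a log2 value of 1, this test without a batch term made 31 false calls and recovered 117 of the 200 changed genes, against 4 false calls and 76 genes for edgeR, so that edgeR missed most changes of this size in 4 libraries against 4. The cause of the remaining difference between the tools was not tested.

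The replicate block was examined because both genotypes carry the numbers 1 to 4. Deviations of same-numbered libraries correlated across genes by 0.131, 0.176, 0.0844 and 0.0572, so that the numbers alone do not establish pairs. Same-numbered libraries also share a title number group, and the 8 pairs of a CTR and a cKO library within these groups had a mean correlation of 0.0963. In edgeR the replicate block left 0 genes called (812 at an unadjusted p-value under 0.05). The replicate block with DESeq2's likelihood ratio test called 67 genes (28 higher, 39 lower), with 32 of Fig. 5c and 1 of Fig. 5d (Il6st), and gave Igfbp2 a log2 fold change of 1.62 with an adjusted p of 0.00139, where the alternatives for Igfbp2 ranged from 0.00139 to 1.000. Run on all genes, an alternative chosen after seeing the data, it called 49 genes, with 27 of Fig. 5c and 1 of Fig. 5d (Il6st and Adipoq when adjusted over the list alone), and Igfbp2 at 1.62. A candidate explanation for the content of Fig. 5c is that the study's batch term was the replicate number: 52 of the 53 genes had an unadjusted p-value under 0.05 in edgeR with the replicate block, 46 with the title number batch and 33 with neither. Adjusted over the list alone, these counts were 52, 45 and 24. Tgtp1 was lower, against its plotted direction, with the replicate block (-0.61 in edgeR) and with limma-voom (-0.65). In Fig. 5b, same-numbered CTR and KO libraries also stand at opposite positions along PC2. Such opposite positions follow whenever the mean of each number is removed. The paper's text does not name the batches, and this comparison was made on genes the study chose from these libraries.

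The interferon and immediate early lists kept their direction and stayed past the threshold in each of their 20 alternatives, of which those that left out a library used camera, with medians from 0.26 to 0.41 and from -0.34 to -0.23. The hematopoietic list had 4 genes past the filter and no stable sign: its median was 0.21, -0.053 with no filter, -0.54 with filterByExpr, and from -0.054 to 0.39 across the fits that left out one library (negative without CTR replicate 4 or cKO replicate 1), never past the threshold, and 17 of the 35 splits gave a median as large. The cluster 0 list changed sign around 0, at 0.0033 with no filter and from -0.0557 to 0.00998 with one library left out (positive without CTR replicate 2 or cKO replicate 1), and 34 of the 35 splits gave a median as large. Kitl changed sign with the surrogate variable (0.045) and ranged from -0.16 to 0.10 with one library left out, with an adjusted p of at least 0.994 in each alternative. Cxcl12 changed sign with the surrogate variable (-0.041) and ranged from -0.057 to 0.060 with one library left out, and Vcam1 from -0.013 to 0.079. Igf2bp2 kept its direction in all 23 alternatives (0.25 to 0.71) and was past the threshold in 0. The genotype share of variance stayed between 12.1% and 25.8%, the latter with the replicate block. The share of 25.8% cannot be read as a rise, because removal of replicate means leaves less variance for genotype to be compared with. Its exact permutation test exchanged genotypes only within replicate numbers (p = 0.375). So few assignments cannot give a p under 0.05, and the test decides nothing. Of 10 other genes, 4 (Kit, Mcm6, Fosb and Il6st) were past the threshold in DESeq2 fits, 17 gains in all and 0 losses. Cxcr4 had a value in 3 alternatives and stayed lower in each. Its log2 fold change of -0.77 was -0.78 with filterByExpr and -0.35 without cKO replicate 4, not past the threshold in either, and -1.29 with the replicate block and likelihood ratio test on all genes, where no adjusted p was kept for it. At 0 to 19 counts, most filters leave it out. The causes of these changes were not tested.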

Differences from the paper's values

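The paper reports 53 differentially expressed genes. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes were called, and 646 had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the replicate block with DESeq2's likelihood ratio test (67 genes) and the title number batch with the same test (47 genes) came within 1.5 times of the paper's count. The replicate block and likelihood ratio test on all genes, chosen after seeing the values, gave 49 (15 higher, 34 lower, 27 of them in Fig. 5c). The Wald test (23 genes) and the likelihood ratio test without a batch term (22 genes) did not, nor did filterByExpr or no filter (1 gene each), nor the other edgeR and limma-voom settings and the 8 fits that left out a library (0 genes).

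The paper shows about 23 genes higher and about 30 lower in Fig. 5c, counted by eye, where edgeR called 0 and 0. The title number batch with DESeq2's likelihood ratio test gave 20 higher and 27 lower, and the replicate block with it 28 higher and 39 lower. The other alternatives set before the data were examined did not come within 1.5 times. Of the genes of Fig. 5c, the replicate block with this test called 32, the title number batch 18, the Wald test 11 and the test without a batch term 10. Igfbp2 was called with the replicate block and this test, on the genes tested (adjusted p = 0.00139) and on all genes, the alternative chosen after seeing the values (adjusted p = 0.00589), and in no other of its 23 alternatives. Igf2bp2, which the paper gives as increased, was called in 0 of the 23 alternatives.

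The first principal component holds about 40% of the variance in Fig. 5b, read by eye, and held 21.3% here. With 500 genes after the variance stabilizing transformation it held 24.7%, and after removal of replicate means (replicate block) 32.2%, the setting that came within 1.5 times. PC2 holds about 25% in Fig. 5b, read by eye, and 15.5% here. With 500 genes it held 17.1%, and 28.0% after removal of replicate means, both within 1.5 times. Removal of replicate means leaves fewer components to hold the variance. Larger shares for PC1 and PC2 therefore follow in part from the removal itself, and their approach to Fig. 5b does not identify the study's setting.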

Other observations

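All tests of explanations in this part were chosen only after the results were seen.

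Libraries separated by title number. More genes were detected in each of the 4 libraries with numbers 26 to 32 (19363 to 20684) than in each of the 4 with numbers 67 to 86 (18366 to 18750), and 2 genes, Cldn1 and Srgn, were called between these groups (adjusted p = 0.0475 each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with genotype as a covariate). Both were named after their values were seen, and both are in Fig. 5c as lower in cKO. In the group 67 to 86, their log2 fold changes against the group 26 to 32 were -1.10 and -1.40, lower in 4 of 4 libraries. Total counts were 32188963 to 38216877 in the first group and 31047344 to 33070784 in the other, and overlapped only through CTR replicate 2. A difference in sequencing depth is argued against as the whole cause, since after every library was thinned at random to an expected total of 31047344 counts, over 20 draws, 19204 to 20608 genes were detected in the first group and 18327 to 18722 in the other, and the groups took at least 20.3% of the squared distance between libraries, a share that in every draw only 1 of the 35 splits reached, the one by title number. A test of whether genotype acted differently in the title number groups called 0 genes (502 at an unadjusted p-value under 0.05), but with 2 libraries per genotype in each group it does not exclude such differences. The age, litter or preparation of the mice stays open and untested.

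Kit, the receptor of SCF, had 129.4 ± 38.4 CPM in CTR and 46.3 ± 16.1 CPM in cKO MSPCs (SD, n = 4 each), and was lower in 4 of 4 cKO libraries than in every CTR library (log2 fold change -1.48, standard error 0.27, adjusted p = 0.894 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, p = 0.0286). Within the title number groups the log2 fold change was -1.69 for 26 to 32 and -1.28 for 67 to 86. Kit is in Fig. 5c, and the paper's text does not discuss its level in MSPCs. Its adjusted p over the alternatives ranged from 1.16e-09 to 1.000. A general loss of hematopoietic cells from the cKO sorts is argued against. Summed hematopoietic markers were 1.11 times their CTR level in cKO, while Kit was at 0.358 times. These markers are mainly erythroid, mature myeloid and B cell genes, so the sum cannot test a loss of Kit-expressing progenitors alone. Ptprc had 0 to 21 counts in the CTR libraries, where Kit had 2481 to 6073. A response of MSPCs to the deletion in hematopoietic cells stays open and was not tested.

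Mcm6 (log2 fold change -1.10, standard error 0.26, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 4 of 4 cKO libraries, and -1.46 and -0.64 within the title number groups) lies 228.5 kb from Cxcr4 on chromosome 1. A flanking segment carried with the floxed Cxcr4 allele, present in different dose in the genotypes, is a possible explanation for a change next to the targeted gene. Mcm6 was noticed among the changed genes first. Of the 103 other genes within 10 Mb, 8 had an unadjusted p-value under 0.05 (7.77%, against 4.39% of the remaining genes; Fisher's exact test, p = 0.140). Windows of 2, 5 and 20 Mb gave p = 0.0217, 0.444 and 0.273 in Fisher's exact test, unadjusted for the 4 windows. A flanking effect cannot be told apart from a response to the deletion, because each mouse's genotype sets both.

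In all, 12 genes were at 3 or fewer counts in each library of one genotype and at least 10 in each of the other, 8 present in cKO and 4 in CTR. The median over the 35 splits was 4, the largest of the others 11, and 1 of the 35, the real split, gave as many. Il6, a hematopoietic cytokine, was among them, with 15 to 59 counts in CTR and 0 in each cKO library (adjusted p = 0.749 without the filter, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). G430095P16Rik is also among them, and both were named after their values were seen.

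In every library, values of 5, 7 and 9 counts were more frequent than the even values beside them, by a ratio of at least 1.29 to the mean of the even values. A tally of whole read pairs does not give such a pattern, and counting both mates of each pair would favor even values instead. The counts may come from a conversion of coverage, but the source of the pattern stays open. The effect on the tests was not tested.

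Icam1, which the paper examines in single cells, had a log2 fold change of -0.57 in bulk (standard error 0.30, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.39 and -0.92 in the title number groups 26 to 32 and 67 to 86. Without cKO replicate 1 it was -0.35. The single-cell cluster 0 genes had a median of -0.00072 over 11 genes (camera, adjusted p = 0.684).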
